# An intestinal microRNA modulates the homeostatic adaptation to chronic oxidative stress in *C. elegans*

**DOI:** 10.18632/aging.101029

**Published:** 2016-09-12

**Authors:** Masaomi Kato, Mohammed Abul Kashem, Chao Cheng

**Keywords:** aging, microRNA, adaptive response, oxidative stress, *C. elegans*

## Abstract

Adaptation to an environmental or metabolic perturbation is a feature of the evolutionary process. Recent insights into microRNA function suggest that microRNAs serve as key players in a robust adaptive response against stress in animals through their capacity to fine-tune gene expression. However, it remains largely unclear how a microRNA-modulated downstream mechanism contributes to the process of homeostatic adaptation. Here we show that loss of an intestinally expressed microRNA gene, *mir-60*, in the nematode *C. elegans* promotes an adaptive response to chronic – a mild and long-term – oxidative stress exposure. The pathway involved appears to be unique since the canonical stress-responsive factors, such as DAF-16/FOXO, are dispensable for *mir-60* loss to enhance oxidative stress resistance. Gene expression profiles revealed that genes encoding lysosomal proteases and those involved in xenobiotic metabolism and pathogen defense responses are up-regulated by the loss of *mir-60*. Detailed genetic studies and computational microRNA target prediction suggest that endocytosis components and a bZip transcription factor gene *zip-10*, which functions in innate immune response, are directly modulated by miR-60 in the intestine. Our findings suggest that the *mir-60* loss facilitates adaptive response against chronic oxidative stress by ensuring the maintenance of cellular homeostasis.

## INTRODUCTION

Animals have the ability to resist and adapt appropriately to internal and external perturbations, such as stress caused by metabolic or environmental changes, ensuring organismal homeostasis throughout their lifetime [1, 2]. A better understanding of the genetic basis for homeostatic adaptation is an important step to gain insight into the biology of aging; however, while we understand much about molecular mechanisms that govern transient stress response, such as stress-dependent FOXO activation [3, 4], little is known about a genetic mechanism for long-term adaptive response to stress.

MicroRNAs (miRNAs), a class of small non-protein-coding RNA species, constitute an important mechanism for gene regulation. In general, miRNAs post-transcriptionally repress the expression of target genes by directly binding to the 3′ untranslated region (3' UTR) of their messenger RNAs (mRNAs) [5, 6]. Since their first discovery in the nematode *Caenorhabditis elegans* (*C. elegans*) as developmental timing genes [7, 8], numerous studies have revealed that miRNAs are involved in nearly all biological events, including metabolic control, immune defense and disease [9-11]. We and others have observed that miRNAs are also crucial factors in lifespan determination [12-18]. Recent development of high-throughput sequencing and computational approaches has further accelerated the discovery of many miRNAs and their contributions to gene regulatory networks [12, 16, 19-23]. Despite the importance of miRNAs in gene regulation, it has been shown that genetic deletions of individual miRNAs often result in no obvious phenotype. In *C. elegans*, for example, animals lacking individual miRNAs or even all members of a miRNA family do not display grossly abnormal phenotypes under standard laboratory conditions [24, 25]. This seems to be true for some miRNAs in mouse models as well [26]. One possible explanation for these observations is that an effect caused by a miRNA deletion is masked by genetic and functional redundancies between miRNAs and their target genes. The key properties of miRNA-mediated gene regulation, such as one miRNA targeting multiple targets and one target being regulated by multiple miRNAs, and also feedback regulation, have led to the suggestion that miRNAs act to reduce fluctuations in gene expression [26-30]. Such a buffering ability of miRNAs may contribute to homeostatic adaptation in the face of environmental or metabolic perturbations during aging, although it remains poorly understood how downstream machineries modulated by miRNAs achieve this outcome.

Here we report that loss of an intestinal miRNA gene, *mir-60*, in the nematode *C. elegans* promotes an adaptive response against oxidative stress; we found that *C. elegans* animals genetically lacking *mir-60* have a dramatically extended lifespan under a mild and long-term oxidative stress condition, while their survival is not increased under a strong and transient oxidative stress condition. Detailed genetic and gene expression studies suggest that the *mir-60* loss-induced enhanced resistance against oxidative stress is mediated by activating the endocytosis machinery and downstream changes in expression of genes involved in the maintenance of cellular homeostasis, including those encoding lysosomal proteases. Further genetic studies suggest that *zip-10*, which encodes a bZIP transcription factor functioning in the innate immunity, serves as a key player in the adaptive response to oxidative stress induced by the loss of *mir-60*. Our findings provide new insights into the role of endocytotic processes and the innate immune system in an adaptive response against chronic oxidative stress.

## RESULTS

### miR-60 is exclusively expressed in the intestine and displays an age-associated decrease in expression

The *C. elegans* intestine, which is a counterpart to the gut, liver and adipose tissues in vertebrates, modulates energy metabolism and mediates the defense response against stress [31, 32]. We expected that miRNAs expressed in the intestine might contribute to the aging process by controlling genes involved in homeostatic maintenance. Of the approximately 100 miRNAs that were previously characterized for their spatio-temporal expression patterns, 3 miRNAs, including miR-60, are known to be expressed almost exclusively in the intestine (Fig 1A, [33]). To test the possible contribution of such intestinal miRNAs to the aging process, we first examined their expression changes throughout the lifetime of the animals. We used transgenic animals carrying constructs of the miRNA promoter fused to a green fluorescent protein (GFP) marker gene. In this analysis, we utilized a temperature-sensitive germline-less background, *glp-4*(*bn2*) [34], to avoid the effect of presence of gonads and embryos in parental bodies on microscopic quantifications. We found that miR-60::GFP shows an age-associated decrease in expression (Fig 1A,B). Conversely, another intestinal miRNA, miR-243, has a more stable expression change during aging (Fig 1C; we further identified that loss of *mir-243* does not affect lifespan (see Supplemental Fig 1A)), and so we focused specifically on *mir-60* in this study. We next examined the level of endogenous miR-60 using quantitative RT-PCR (qRT-PCR), and confirmed its continuous reduction during normal aging (Fig 1D), which is consistent with a recent report [35]. These observations imply a possible role of miR-60 in lifespan determination in *C. elegans*.

**Figure 1:**
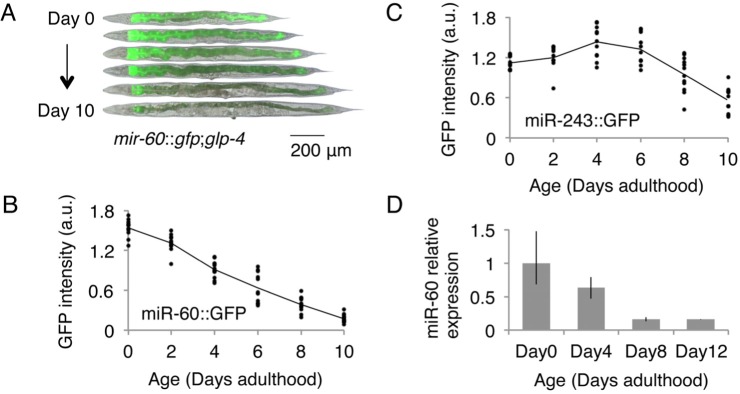
*C. elegans* miR-60 shows a specific spatio-temporal expression pattern (**A**) Fluorescent signals from miR-60::GFP, which are exclusively localized in the intestine, are shown. Approximately 25 individuals of (**B**) *mir-60::gfp*;*glp-4* and (**C**) *mir-243::gfp*;*glp-4* strains each were used for measuring GFP intensity at each time point examined, and the measurement for each individual is represented by a dot. Both strains were cultured at a restrictive temperature 23.5°C to induce germline deficiency. a.u. denotes arbitrary unit. Representative images of the *mir-60::gfp*;*glp-4* strain, which are close to the average signal intensity, are shown in (**A**). (**D**) A bar graph represents the relative expression of mature miR-60 (miR-60-3p strand) during normal aging in temperature-sensitive sterile mutants *spe-9*(*hc88*) cultured at 23.5°C (see Supplemental Text 2 for *spe-9* mutants). Error bars represent the range in the results of 2 biological replicates, in which the total RNA was purified from 2 independent experimental trials.

### Loss of *mir-60* results in increased resistance to a mild and long-term oxidative stress exposure

To directly test the importance of miR-60 in the aging process, we examined lifespans of mutants that completely lack the *mir-60* gene (*mir-60*(*n4947*)). Since we expected that a miRNA deletion may cause only a subtle effect on lifespan under a normal culture condition because of a fine-tuning capability of miRNAs, in this study we initially examined lifespans under stress conditions, which provide a metabolically sensitized background. Oxidative stress, which is a consequence of an imbalance between production and detoxification of reactive oxygen species (ROS), causes damage to biomolecules and tissues, accelerating the aging process [1]. Paraquat (PQ), an organic herbicidal compound, induces oxidative stress by generating superoxide from oxygen. PQ is widely used for the study of the oxidative stress response in *C. elegans*, where it is commonly used at concentrations of 100-200 mM for short-term exposure (0.5-several hours; [36-38]). In this study, however, we used much lower doses of PQ to determine the role of miRNAs in the long-term adaptive response against oxidative stress during aging.

We first assessed the impact of different PQ concentrations on lifespan in order to determine its optimal dose for a longitudinal survival study. Wild-type *C. elegans* animals were exposed to PQ 0 to 7.5 mM on solid media when they reached the young adult stage (referred to as Day 0 adulthood), and then their survival until death was scored, similar to conventional lifespan assays. We observed that wild-type animals treated with concentrations of PQ 2.5 mM or higher display significantly shortened adult lifespans, compared with those cultured under the normal condition of PQ 0 mM (Fig 2A). After multiple trials, we settled on PQ 5 mM for long-term oxidative stress exposure in this study, which is consistent with a recent report [39].

**Figure 2:**
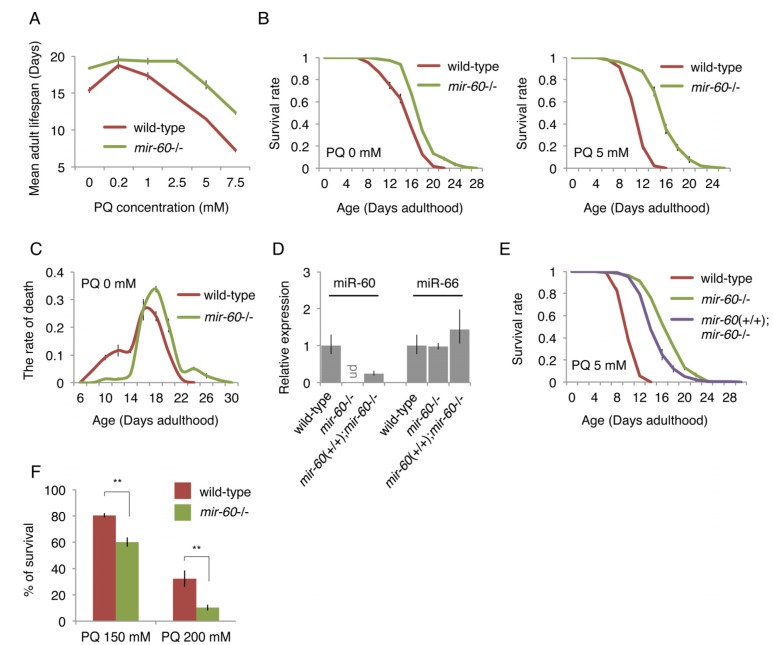
The *mir-60* loss dramatically extends lifespan under mild and long-term oxidative stress conditions (**A**) Mean adult lifespans of wild-type and *mir-60* mutant animals treated with different PQ concentrations are shown. (**B**) Survival curves of wild-type and *mir-60* animals examined under PQ 0 and 5 mM are shown. (**C**) Distribution of lifespans under the normal condition – the rate of death at each day examined – is shown. (**D**) The levels of miR-60 examined by qRT-PCR in the transgenics having the *mir-60* fragment (*mir-60*(+/+);*mir-60*−/−) and the control lines are shown. ‘ud’ denotes undetectable. The levels of another miRNA miR-66, which is known to be expressed constitutively [87], were also tested as a reference. Error bars represent SE calculated from the results of 3 independent trials of sample preparation. (**E**) Survival curves of the *mir-60* transgenics and control lines, which were treated with PQ 5 mM, are shown. The detailed lifespan assay results for (**A**-**C**) and (**E**) are available in Supplemental Figs 1B and 1D, respectively. All lifespan assays shown in this figure were performed at a standard temperature 20°C. Error bars on the survival curves represent SE calculated from 3-4 replicates. (**F**) Survival rate of wild-type and *mir-60* mutant animals treated with PQ 150 and 200 mM is shown. The assays were performed at 20°C. Error bars represent SE calculated from 4 replicates. P-values were calculated by unpaired t-test: **p<0.01.

We next examined lifespans of mutants lacking the *mir-60* gene, and found that they show a dramatic lifespan extension under a wide range of PQ concentrations, including PQ 5 mM (Fig 2A and 2B right). In addition, we found that *mir-60* mutants have a slightly, but significantly extended lifespan under the normal culture condition of PQ 0 mM (Fig 2B left), and that this longevity benefit seems to be conferred predominantly by preventing early death at around Day 10 (Fig 2C). The detailed lifespan assay results, including numerical values and statistics, for Fig 2A-C are available in Supplemental Fig 1B. Notably, the lifespan extension observed in *mir-60* mutants treated with PQ was much larger than that seen with the untreated condition (approximately 40% and 70% lifespan extension under PQ 5 and 7.5 mM, respectively, while 19% lifespan extension under PQ 0 mM, compared to wild-type controls in each condition; Fig 2A and Supplemental Fig 1B). These observations support the idea that increased resistance to oxidative stress is a primary cause of the longevity phenotype seen in *mir-60* mutants.

To validate that the enhanced oxidative stress resistance observed in *mir-60* mutants is indeed caused by the deletion of the *mir-60* gene, we utilized a technique called MosSCI (for Mos1-mediated Single Copy Insertion) to insert a single copy gene [40], and established a transgenic line carrying the *mir-60* locus, which was crossed into the background lacking the endogenous *mir-60* gene (represented as *mir-60*(+/+);*mir-60*−/−, where *mir-60*(+/+) denotes the *mir-60* transgene in the homozygous state). We observed by qRT-PCR that miR-60 was undetectable in *mir-60* mutants, while its expression was partially recovered in the *mir-60*(+/+);*mir-60*−/− transgenic line (Fig 2D). Consistently, longer lifespans observed in *mir-60* mutants were partially suppressed in the transgenic line (Fig 2E). These results confirm that the *mir-60* deletion itself contributes to increased oxidative stress resistance and longevity.

In addition to the mild and long-term oxidative stress condition (i.e. the treatment with PQ 2.5-7.5 mM during adulthood), we investigated whether the *mir-60* loss can increase resistance to a transient and higher level of oxidative stress as well. Day 0 young adult animals were exposed to PQ at 150 and 200 mM for 6 hours in M9 buffer, and we examined their survival after 24 hours. In contrast to the dramatic resistance against the long-term mild PQ treatments, *mir-60* mutants did not show any increase in survival against the transient strong PQ treatments (Fig 2F). Rather, they seem to be slightly more sensitive to the higher doses of PQ. These observations suggest that the mir-60 loss-induced increased resistance against oxidative stress is conferred by an adaptive response rather than an acute response to stress.

### *mir-60* mutants show several common features of long-lived mutants

Lifespan extension is often positively correlated with the reduction of energy metabolism. Some ways to reduce energy expenditure include decreasing progeny production. Consistent with this idea, we found that *mir-60* mutants have fewer progeny, compared with wild-type animals, although the reproductive period itself was unaffected (Fig 3A). Furthermore, we noticed that *mir-60* mutants have a smaller body size compared with that in wild-type animals when they are young adult. To measure the body size of adult animals accurately, we utilized the germline-less *glp-4* background, analogous to Fig 1A-C. We found that *mir-60* mutants are indeed slightly smaller in body size, compared to that in control *glp-4* animals when they are young adult (Fig 3B). Additionally, we measured accumulation of age pigments –fluorescent compounds derived from metabolic by-products –, which is often used as a biomarker of aging [41, 42]. *mir-60* mutants show delayed onset of age pigment accumulation compared with wild-type animals (Fig 3C, D), reflecting the slower aging process in *mir-60* mutants.

**Figure 3:**
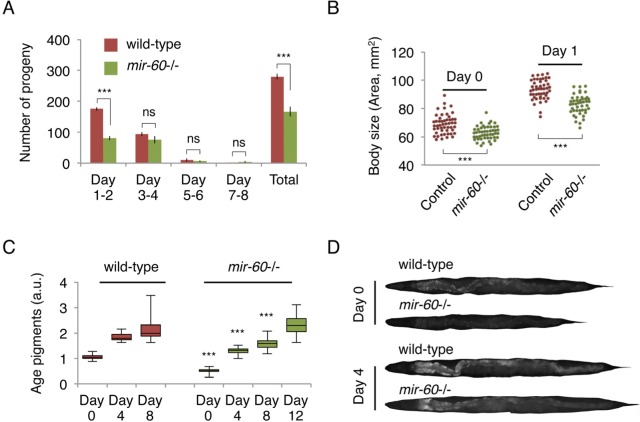
*mir-60* mutants exhibit features that are commonly observed in long-lived mutants (**A**) The number of progeny derived from wild-type and *mir-60* mutant parents was examined. Error bars represent SE calculated from the results of 8 individual parents in each strain. P-values were calculated by unpaired t-test: ***p<0.001, and ‘ns’ means not significant with *p*=0.1 or higher. The experiments were repeated 4 times, including 25 parents in total for each strain, and essentially the same results were obtained (data not shown). (**B**) Body size was examined using microscopic images of approximately 50 individuals for each strain/day and shown as each dot. P-values were calculated by unpaired t-test: ***p<0.001. (**C**) The box plot represents the distribution of age pigments. a.u. denotes arbitrary unit. Approximately 25 individual animals were examined at each time point. Signal intensities were normalized by the body size in individual animals. Unpaired t-test was used to calculate p-values (compared to wild-type control at each day examined): ***p<0.001. In this assay, animals were treated with PQ 5 mM during adulthood to enhance the effect of the *mir-60* loss on lifespan. Representative images having average pigment intensities are shown in (**D**) for Day 0 and Day 4 animals.

### miR-60 does not function in the canonical longevity pathways

To understand the biological role of miR-60 in the adaptive response to long-term and mild oxidative stress, we investigated whether *mir-60* loss-induced longer lifespan under the PQ condition depends on known longevity factors. *C. elegans* DAF-16, a homolog of mammalian FOXO3a transcription factor, serves as a master regulator of stress responses and longevity, and is required for lifespan extension by the insulin-like signaling and the germline pathways as well as in some contexts of dietary restriction [2, 4, 43, 44]. We examined lifespan of *mir-60* mutants under the PQ 5 mM condition which were treated with RNA interference (RNAi)-mediated gene inactivation against *daf-16*, and found that lifespan reduction induced by *daf-16* RNAi in *mir-60* mutants was comparable to that in wild-type animals treated with the same RNAi (approximately 25% decrease in mean lifespans in both cases; Fig 4A). One trivial explanation is that this comparable lifespan reduction is due to insufficient RNAi inactivation of *daf-16*. To rule out the possibility, we used a null allele of *daf-16* (*daf-16*(*mgDf50*)) and obtained a similar comparable lifespan decrease in between *daf-16* single and *mir-60*;*daf-16* double mutants (Supplemental Fig 2A). This finding suggests that DAF-16 function is dispensable for the *mir-60* loss to promote adaptive response against the long-term mild oxidative stress.

**Figure 4:**
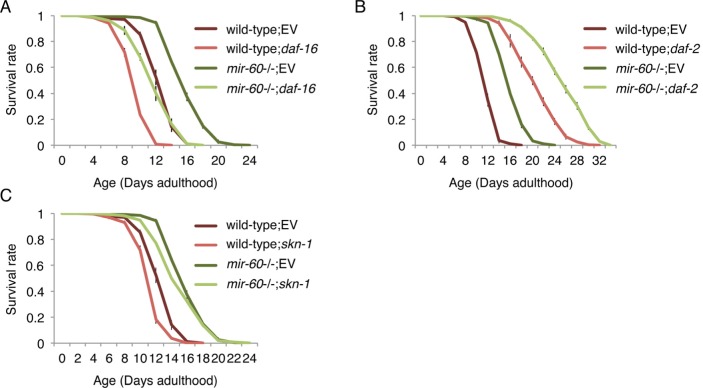
**The *mir-60* loss does not affect lifespans caused by RNAi inactivations against known aging genes**, including (**A**) *daf-16*, (**B**) *daf-2* and (**C**) *skn-1*. ‘EV’ denotes Empty Vector, L4440 plasmid DNA used as a control in feeding RNAi. All these lifespan assays were performed at 20°C under the PQ 5 mM condition. Error bars represent SE calculated from 3-4 replicates. The detailed results are available in Supplemental Fig 2A-C.

In support of this conclusion, we found that *mir-60* mutants treated with *daf-2* RNAi have a longer lifespan than wild-type animals treated with *daf-2* RNAi (Fig 4B). The result was further validated by a genetic loss-of-function mutant *daf-2*(*e1370*) (Supplemental Fig 2B). The *daf-2* gene, which encodes an insulin-like receptor in *C. elegans*, negatively regulates DAF-16 activity, and its inactivation extends lifespan in a DAF-16-dependent manner [2, 4, 43, 44]. Our observation that *daf-2* longevity is further extended by combining with the *mir-60* loss suggests that miR-60 functions independently from the DAF-2/DAF-16 insulin-signaling axis.

In addition to DAF-16, SKN-1, a homolog of the mammalian Nrf2 transcription factor, is also known as an important regulator of stress responses and longevity [38, 45]. Analogous to DAF-16, we investigated the importance of SKN-1, and found that SKN-1 is similarly dispensable for the *mir-60* loss to enhance the adaptive response against oxidative stress (Fig 4C and Supplemental Fig 2C). Taken together, we conclude that miR-60 does not function in the canonical longevity pathways.

### miR-60 seems to directly modulate the endocytosis machinery

A better understanding of the biological role of miRNAs requires identification of their direct targets. In general, miRNAs negatively regulate their target gene activity[5], meaning that a phenotypic consequence caused by a miRNA deletion is mediated by increasing the activity of its target(s). We therefore hypothesized that *mir-60* loss-induced enhanced oxidative stress resistance would be suppressed by depletion of its target gene activity. Computational algorithms, including TargetScan[46], which predict miRNA targets based on 3′ UTR seed matches, were used to generate a list of miR-60 target candidates (Supplemental Table 1). We performed RNAi screens against the predicted targets to identify gene inactivations that significantly suppress the lifespan extension induced by the *mir-60* loss under the PQ 5 mM condition (see Supplemental Text 1). For potentially positive candidates identified from the screens, we performed conventional lifespan assays multiple times independently, and finally found that 9 RNAi clones reproducibly suppress the enhanced oxidative stress resistance induced by the *mir-60* loss (Fig 5A; additional results are shown in Supplemental Fig 3A). In all cases, the RNAi treatments significantly shorten the longer lifespans of *mir-60* mutants, com pared with those of wild-type control treated with the same RNAi. For example, RNAi inactivation against *apa-2* gene decreases the lifespans of wild-type and *mir-60* mutant animals by approximately 20% and 30%, respectively. In another example, while the *par-6* RNAi treatment is less effective to the wild-type lifespan, it completely suppresses the longer lifespan of *mir-60* mutants. Notably, of the 9 target candidates identified, 6 are involved in the endocytosis machinery, including APA-2/AP-2, PAR-6/PAR6, W09D10.1/ArfGAP, CAP-1/CAPZA, ATTF-3/AT hook, and PKC-3/aPKC ([47-49]; Supplemental Fig 4). All of these genes indeed have complementary sequences to the miR-60 seed region in their 3′ UTRs, which are highly conserved among related nematode species (Fig 5B and Supplemental Fig 3C). In addition, many of these are known to be expressed in the intestine (WormBase, http://www.wormbase.org/). These observations imply the possibility that miR-60 directly modulates genes functioning in intestinal endocytosis, contributing to the adaptive response against the long-term and mild oxidative stress in *C. elegans*.

**Figure 5:**
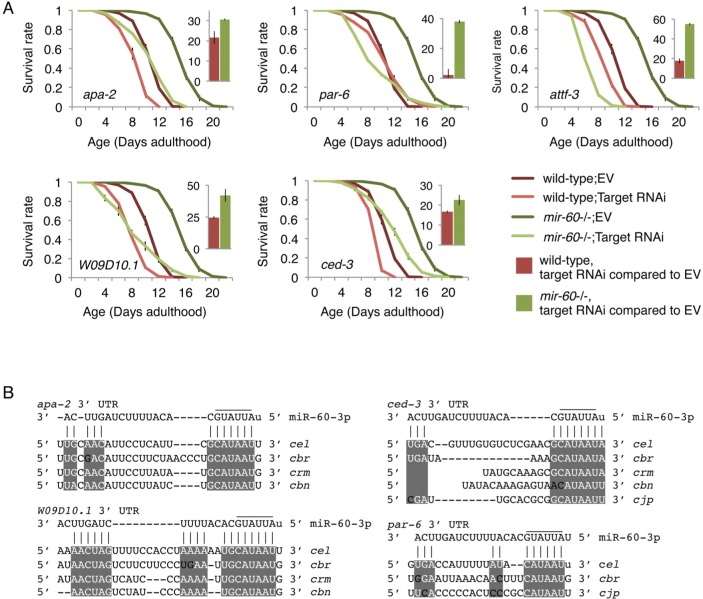
The *mir-60* loss-induced enhanced resistance against the long-term mild oxidative stress is significantly suppressed by RNAi inactivations against target candidates (**A**) Survival curves of wild-type and *mir-60* mutant animals treated with each RNAi are shown. ‘EV’ denotes Empty Vector control in feeding RNAi. Small bar graphs indicate the percentage of RNAi-induced lifespan reduction compared to the EV control for each strain. All these lifespan assays were performed at 20°C under the PQ 5 mM condition. Error bars represent SE calculated from 3-4 replicates. The detailed results are available in Supplemental Fig 3B. (**B**) Mature miR-60 strand (miR-60-3p) and its possible binding sites in 3′ UTR of target candidates are shown by vertical lines. Sequence alignments are based on TargetScan and RNAhybrid programs [46, 88]. Conserved regions among *C. elegans* (*cel*)-related species, including *C. briggsae* (*cbr*), *C. remanei* (*crm*), *C. brenneri* (*cbn*) and *C. japonia* (*cjp*), are highlighted by while-colored letters on gray backgrounds. Additional results are shown in Supplemental Fig 3C.

### *mir-60* loss alters expression of genes involved in proteolysis and cytoprotection, but not expression of typical stress-responsive genes

To further explore the downstream effect caused by the *mir-60* loss, we performed a transcriptome analysis using mRNA sequencing. In this study, we used *spe-9*(*hc88*), a temperature-sensitive sterile strain[50], which has been shown in previous studies to have a wild-type-like lifespan and widely used in gene expression studies to reduce the effect of RNA contamination from younger progenies[12, 51-53]. We prepared total RNA from *mir-60*;*spe-9* double mutants and control *spe-9* single mutants at Day 0 young adult stage and used it for cDNA library construction. In addition to Day 0 adulthood, total RNA was also isolated from 50% survival time point (see Supplemental Text 2). The libraries established were then examined by next-generation sequencing (processed data is available in Supplemental Table 2, and additional data, including the summary of sequencing reads, reproducibility check and confirmation of gene expression by qRT-PCR, are shown in Supplemental Fig 5A-D). 

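RNA of whole animals was sequenced after selection of polyadenylated transcripts, in single-end reads of 100 bases. At Day 0, before any paraquat was given and at 23.5 °C, the *spe-9* control and the *mir-60;spe-9* double mutant are each represented by 2 libraries from separate RNA preparations. The sequencing of each library was done in 2 runs, which the authors merged before they made the values, so a difference between runs could not be examined. The paper's reported number of mapped reads is 58489365 and 56031268 for the 2 *spe-9* libraries and 50049257 and 53865193 for the 2 double mutant libraries. The authors aligned the reads to the WS220 genome with TopHat and Bowtie and used Cufflinks to obtain the FPKM of each RefSeq transcript, a fragment count that is already scaled for transcript length and for the number of mapped reads. These values cover 49823 transcripts with 41560 gene symbols. From there, the FPKM of a gene's transcripts were added up, 0.5 was added to each sum before taking log2, and the 13068 genes with a mean FPKM of at least 1 over the 4 Day 0 libraries were compared between strains with limma, with a trend of the variance on expression, two-sided tests and Benjamini-Hochberg adjustment. A fold change is therefore on the log2(FPKM + 0.5) scale, which understates the change of genes with low FPKM. With 2 libraries per strain, an exact permutation test cannot give a p below 0.333, so the tests rest on limma's sharing of variance among genes. The deleted gene itself, *mir-60*, lies on chromosome II from 6328670 to 6328767. It was listed at FPKM 0 in all 7 libraries of the study, those of *spe-9* included, and its entry has 98 bases, so its level does not check the strain labels. For most of the short entries reported below, the FPKM fell on multiples of a step that depends on their length, which gives back the reads behind them. For an entry of 126 bases such as B0412.7, an FPKM of 14.1 corresponds to 1 read.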

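Between the *mir-60;spe-9* double mutants and the *spe-9* controls at Day 0, 65 genes were higher and 23 were lower in the double mutants by a fitted change over 2-fold with a limma adjusted p under 0.05. As a ratio, the setting that moved these counts most was the threshold. At an adjusted p under 0.01, 5 genes were higher and 6 lower, and at an unadjusted p under 0.05, 359 were higher and 90 lower. With the replicate number as a block, 173 were higher and 46 lower, and with genes of at least 200 bases besides, a selection chosen after the values were seen, 369 and 57. Without any test, the mean change was over 2-fold in 718 genes that were higher and 309 that were lower. Of the 88 genes past both thresholds, 29 have a longest transcript under 200 bases, and 26 of these held at most 3 reads in each Day 0 library. In 20 of them the higher strain had at most 1 read per library. H15M21.1, with 113 bases, was listed at 48.1 and 50.8 in *spe-9* and at 0 in both double mutant libraries, and the values in *spe-9* amount to 1 read each (limma adjusted p = 0.00266). Without the 26 entries, 51 genes were higher and 11 lower. Among these, F26E4.14, W02A2.8 and *hrg-6* owed their change to an additional entry of 109, 126 and 114 bases. Without it their log2 fold changes went from 5.49 to -0.087, from -5.42 to -0.32 and from -4.97 to 0.065, a check chosen after the values were seen. Among the longer genes, *amt-4* on chromosome X from 4565283 to 4569225 had an FPKM of 26.8 ± 0.199 (SD, n = 2) in the double mutants and 2.50 ± 0.0876 (SD, n = 2) in *spe-9*, a log2 fold change of 3.19 (standard error 0.09, limma adjusted p = 0.00957). The gene with the smallest adjusted p was *vit-4*, a vitellogenin gene on chromosome X from 3558880 to 3563952. It was listed at 0 in both *spe-9* libraries and at 1735.65 and 1986.55 in those of the double mutants. F59D8.3, at 3563803 to 3563978 on the same chromosome, overlaps the end of *vit-4* and was also listed at 0 in both *spe-9* libraries, against 1286.51 and 1523.15. A 0 at a gene with such a level in the other strain can be a failed estimate, and *vit-6* was listed at 0 in all 4 Day 0 libraries but at 891.242 in *spe-9* at Day 7.

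**Figure D1:**
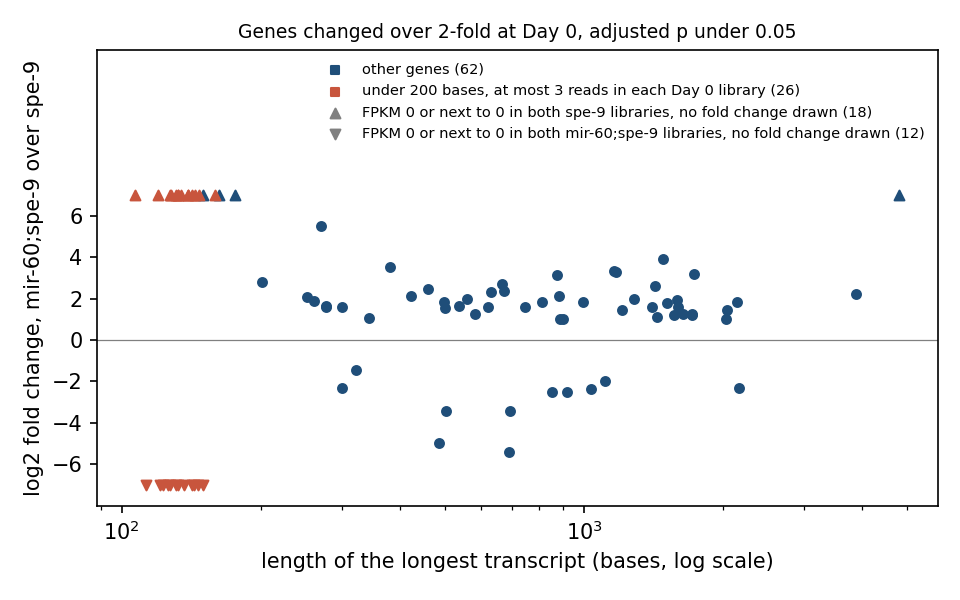
Log2 fold change (double mutants over *spe-9*) at Day 0 against the length of the longest transcript in bases, on a log scale, for the 88 genes changed over 2-fold with an adjusted p under 0.05. Triangles at the upper and lower edge stand for the 18 and 12 genes with an FPKM of 0 in both libraries of one strain, or in Y95B8A.16 of 0 and 1.44e-50, for which no fold change is drawn, and the 26 entries with at most 3 reads in each Day 0 library lie under 200 bases.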

We found that 120 genes were up-regulated and 27 genes were down-regulated significantly by >2-fold each in the *mir-60* loss background (Fig 6A and Supplemental Table 3).

**Figure 6:**
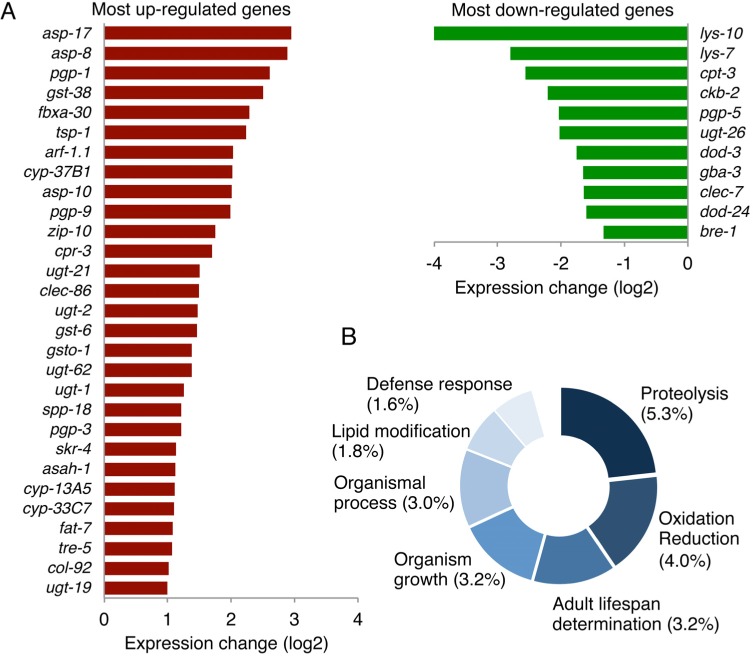
The loss of *mir-60* causes changes in expression of genes involved in proteolysis and cytoprotection (**A**) A list of genes significantly up/down-regulated by the *mir-60* loss is shown. Genes with lower expression levels and less functional annotation are omitted in this figure for space limitation. A full list of gene expression profile is available in Supplemental Tables 3 and 5. (**B**) The result of GO-based GSEA is shown. Percentages represent the rate of gene count classified into each functional category compared to the total gene count examined. The detailed result, including statistics, is available in Supplemental Table 4.

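All 29 genes that Fig 6A lists as up-regulated were higher in the double mutants in both replicate pairs, with log2 fold changes from 0.62 for *col-92* to 3.29 for *asp-17*, and 28 of them changed over 2-fold. Over all genes tested, 8 of the 29 had a limma adjusted p under 0.05 (*asp-17*, *asp-8*, *pgp-9*, *zip-10*, *clec-86*, *ugt-2*, *gst-6* and *cyp-13A5*), and adjusted p-values of the list reached 0.321 for *col-92*. It was 21 of the 29 with the replicate number as a block. Adjusted over the list alone, all 29 were under 0.05, which is not independent evidence because the study chose the list on these libraries. The 11 genes listed as down-regulated were all lower in both pairs, with log2 fold changes from -3.45 for *lys-10* to -1.23 for *dod-24*. Of these, *lys-10*, *lys-7*, *ckb-2* and *dod-3* had an adjusted p under 0.05 over all genes, and 10 of the 11 did with the block. Adjusted over the list alone all 11 did, with the same limit. Of the genes of Fig 6A and Supplemental Fig 5D with an adjusted p under 0.05, 12 no longer had one without the filter on low values, and 10 without the variance trend. All 47 genes of these 2 figures had one with the block and genes of at least 200 bases, a selection chosen after the values were seen. The smallest adjusted p of the figure belonged to *ckb-2* on chromosome III, from 4367948 to 4370071, at an FPKM of 26.6 ± 0.751 (SD, n = 2) in the double mutants and 108 ± 1.90 (SD, n = 2) in *spe-9*, with log2 ratios of -1.99 and -2.01 in the 2 pairs (limma adjusted p = 0.00957). *ugt-2* rose from 4.81 ± 0.0471 to 15.3 ± 0.666 FPKM (limma adjusted p = 0.0285), and *clec-86* from 5.79 ± 0.619 to 17.8 ± 0.397 (limma adjusted p = 0.0381, SD, n = 2).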

To explore the contribution of the *mir-60* loss-induced gene expression changes to the longevity benefit, we next performed gene set enrichment analysis. In this analysis, 520 genes with statistically significant >1.5-fold changes in expression – of those, 437 are up-regulated and 83 are down-regulated – were used as an input to increase the chance of identifying their common biological function. 

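At the 1.5-fold threshold, 73 genes were higher and 24 lower in the double mutants with a limma adjusted p under 0.05, a total of 97 genes. The replicate block gave 261 higher and 63 lower genes. Every gene with an adjusted p under 0.05 without the block changed by over 1.5-fold, so at these 2 libraries per strain the test rather than the fold threshold set the number. Unadjusted p-values under 0.05 came with a rise over 1.5-fold in 721 genes and a fall over 1.5-fold in 161. Without a filter on low values, when 20881 genes entered the test, 22 genes were higher and 20 lower.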

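The genes that the paper's Supplemental Table 4 lists under its enriched terms were looked up among the Day 0 changes. The table was made from genes chosen on the same libraries, so the values describe that choice and are no independent evidence. Of 28 genes listed under proteolysis, 27 were tested and 25 were higher in the double mutants, with a median log2 fold change of 0.96. An adjusted p under 0.05 from limma was reached by 6 of them, and an unadjusted p under 0.05 by 25. Of the 21 genes under oxidation reduction, 17 were higher and 4 lower, with a median of 0.79, and 2 had an adjusted p under 0.05. Under determination of adult life span, 11 of 16 genes were higher and 5 lower, and 4 had an adjusted p under 0.05, 2 in each direction. Among the 8 genes under defense response, 7 were higher and 1 was lower, with 2 and 1 past the same threshold. With the replicate number as a block, the number past it was 16 under proteolysis, 10 under oxidation reduction, 14 under determination of adult life span and 5 under defense response.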

Using gene ontology (GO) term-based functional annotation clustering [48, 54, 55], we found that a significant portion of the genes whose expression is significantly altered by the *mir-60* loss are involved in proteolysis, oxidation reduction, lifespan determination and defense response (Fig 6B and Supplemental Table 4). For example, genes encoding ASpartyl family proteases (ASP), which catalyze the proteolytic process, were increased in expression in the *mir-60* loss background (Fig 6A). 

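Of the genes whose symbol starts with *asp-*, 12 were tested. Their median log2 fold change was 0.49, 8 were higher and 4 lower in the double mutants, and 3 changed over 2-fold, all of them higher. As a set they were shifted upward against the other genes (limma's camera with a preset correlation of 0.01, adjusted p = 0.00623 over 9 families). Apart from *hsp-16*, Fig 6A lists members of each of the 9 families as changed on these libraries. The set tests of those families are therefore not independent evidence. The alternative that moved the median most was the test of all genes with any FPKM, where it fell to 0.029. With each library left out in turn, the median lay between 0.39 and 0.59. Among the 9 families, camera gave an adjusted p under 0.05 for 5, namely *asp*, *gst*, *lys*, *clec* and *col*. None of the 9 had an adjusted p under 0.05 with limma's fry or with camera at an estimated correlation. Unadjusted, fry gave a p under 0.05 for 1 family, *pgp*, and camera at an estimated correlation for 0. With the replicate number as a block, fry gave an adjusted p of 0.0216 for *gst* and for *lys*, and none of the others was under 0.05.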

Three up-regulated Asp genes, including *asp-17*, *asp-8* and *asp-10*, are orthologs of human lysosomal aspartic cathepsin D gene, which generally function in the endocytic pathway, where they play multiple roles, including protein degradation/processing and turnover of organelle[56]. 

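*asp-17*, on chromosome V from 19035724 to 19037289, had an FPKM of 44.3 ± 3.69 (SD, n = 2) in the double mutants and 4.18 ± 1.47 (SD, n = 2) in *spe-9* (limma adjusted p = 0.0381). Its call was lost without the filter on low values (limma adjusted p = 0.089) and without the variance trend (limma adjusted p = 0.0814). *asp-8*, on the same chromosome from 3024217 to 3027884, reached 14.9 ± 3.31 against 1.97 ± 0.00827 FPKM (SD, n = 2), a log2 fold change of 2.63 with a standard error of 0.19 (limma adjusted p = 0.0381). For *asp-10*, from 12742053 to 12744090 of chromosome V, the FPKM was 152 ± 33.5 in the double mutants and 34.1 ± 6.86 (SD, n = 2) in *spe-9*. Its log2 fold change of 2.13 had a limma adjusted p of 0.0609, or 0.0277 with the replicate number as a block, and was 2.15 and 2.11 in the 2 replicate pairs.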

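*gst-38*, a gene of 630 bases on chromosome V from 15915231 to 15915917, had an FPKM of 5.01 ± 1.16 (SD, n = 2) in the double mutants and 0.948 ± 0.0363 (SD, n = 2) in *spe-9*, a log2 fold change of 1.91 (standard error 0.24, limma adjusted p = 0.0813). *ugt-21* on chromosome IV, from 9500309 to 9502488, rose from 1.14 ± 0.0383 to 3.53 ± 0.409 FPKM (SD, n = 2), a log2 fold change of 1.30 with a limma adjusted p of 0.122. For *cyp-13A5* on chromosome II, from 9798296 to 9800279, the FPKM was 15.8 ± 0.682 against 6.52 ± 0.597 (SD, n = 2) in *spe-9*, a log2 fold change of 1.22 with a limma adjusted p of 0.0483. Of the tested glutathione S-transferase genes, 29 of 34 were higher, with a median log2 fold change of 0.22 (camera adjusted p = 0.00386 in limma). The study picked genes of this family on the same libraries, so this p is not independent evidence. Of the UDP glucuronosyl-transferase genes, 26 of 47 were higher and 21 lower, with a median of 0.065 (camera adjusted p = 0.243 in limma), and of the cytochrome P450 genes 28 of 42 were higher, with a median of 0.13 (camera adjusted p = 0.183 in limma). Quantile normalization of the libraries lowered the median of the glutathione S-transferase genes to 0.051 and turned that of the UDP glucuronosyl-transferase genes to -0.15 and that of the cytochrome P450 genes to -0.081. Single libraries moved both medians. That of the UDP glucuronosyl-transferase genes was -0.043 without replicate 2 of *spe-9* and 0.21 without its replicate 1, and that of the cytochrome P450 genes was 0.013 without replicate 1 of the double mutants and 0.27 without replicate 1 of *spe-9*.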

Other important gene sets up-regulated by the *mir-60* loss are those encoding glutathione S-transferase (GST, e.g. *gst-38*), UDP glucuronosyl-transferase (UGT, e.g. *ugt-21*) and cytochrome P450 (CYP, e.g. *cyp-13A5*) (Fig 6A). These three gene groups act together in xenobiotic metabolism[57], suggesting that the *mir-60* loss induces the detoxification system, improving cellular maintenance.

In contrast to these expression changes, typical stress responsive genes, such as heat shock protein genes of *hsp-16* families and antioxidant genes, including a superoxide dismutase gene *sod-3* and a catalase gene *ctl-3*, which are the most DAF-16/FOXO-responsive factors [58, 59], and also *gst-4*, which is directly regulated by SKN-1[60, 61], were not affected in the *mir-60* loss background (Supplemental Table 3). This is consistent with our conclusion that *mir-60* loss-induced enhanced resistance against long-term mild oxidative stress is not mediated by DAF-16 or SKN-1 (Fig 4).

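Of the 9 stress-responsive genes examined in the Day 0 libraries (5 *hsp-16* genes, *sod-3*, *ctl-3*, *gst-4* and *gcs-1*), 3 had a log2 fold change above 0 and 6 below 0 in the double mutants, and none changed over 2-fold. None had a limma adjusted p under 0.05 over all genes, 2 had an unadjusted p under 0.05 (*hsp-16.2* and *ctl-3*), and 1, *ctl-3*, was under 0.05 when adjusted over the list alone. With the replicate block and genes of at least 200 bases, a selection chosen after the values were seen, both had a limma adjusted p under 0.05, at 0.012 for *ctl-3* and 0.0484 for *hsp-16.2*. The FPKM of *ctl-3* was 50.0 ± 2.00 (SD, n = 2) in the double mutants and 34.6 ± 2.25 (SD, n = 2) in *spe-9*, a log2 fold change of 0.52 with a 95% confidence interval from 0.30 to 0.75 (limma adjusted p = 0.11, and 0.026 over the list alone). *sod-3* had an FPKM of 3.31 ± 0.026 against 4.02 ± 0.103 (SD, n = 2), and its log2 fold change of -0.25 had a confidence interval from -0.64 to 0.15. *hsp-16.2* was at 6.29 ± 1.17 against 9.67 ± 0.0744 FPKM (SD, n = 2), a log2 fold change of -0.59 with an interval from -1.03 to -0.16. The 5 *hsp-16* genes had log2 fold changes below 0, with a median of -0.18 (camera adjusted p = 0.115 in limma, and 0.0317 with the replicate number as a block). Relative to all genes, their median shift was -0.19 by strain, against 0.65 when the libraries were split by replicate number. *hsp-16.11*, at -0.023, differed by less than its replicates, and its mean FPKM was 25.9 in the double mutants and 25.8 in *spe-9*. The median depended on single libraries, at -0.57 without replicate 2 of the double mutants, 0.21 without their replicate 1 and 0.12 without replicate 2 of *spe-9*. In the last 2 cases *hsp-16.11*, *hsp-16.48* and *hsp-16.49* were each higher in the double mutants. *hsp-16.48* and *hsp-16.49* had nearly the same FPKM in every library, and their reads could not be told apart with certainty. For DAF-16, the paper draws its conclusion that the resistance of the *mir-60* loss background does not depend on it from lifespan assays (Fig 4) and sets expression beside it. For SKN-1, the paper reasons from lifespan assays together with the expression of *gst-4* and *gcs-1* (Supplemental Fig 2).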

It is also important to note that the expression profile observed in *mir-60* mutants have some overlapping features with that observed after prolonged exposure to a toxic heavy metal, cadmium[62]. More specifically, the *Asp* genes and P-glycoprotein genes e.g. *pgp*-*1/9*, and some Gst genes, including *gst-38*, are up-regulated, while lysozyme genes (*Lys*), such as *lys-10*, are down-regulated commonly in Cui et al. and our study. 

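In the Day 0 libraries, 6 of 9 tested lysozyme genes were lower and 3 higher in the double mutants, and 3 changed over 2-fold, all of them lower. The median log2 fold change of the family was -0.16 (camera adjusted p = 0.00623 in limma). It turned to 0.075 without replicate 1 of *spe-9*. The study picked *lys-10* and *lys-7* on the same libraries, so the set test is not independent evidence. Relative to all genes, the median shift was -0.17 by strain, against -0.26 when the libraries were split by replicate number. *lys-10*, on chromosome IV from 8332813 to 8333505, had an FPKM of 0.455 ± 0.252 (SD, n = 2) in the double mutants and 9.77 ± 0.551 (SD, n = 2) in *spe-9* (limma adjusted p = 0.0381). *lys-7* on chromosome V, from 3481478 to 3482596, was at 49.5 ± 5.07 against 286 ± 44.1 FPKM (SD, n = 2), a log2 fold change of -2.51 with a standard error of 0.14 (limma adjusted p = 0.0251). The cadmium experiment named beside these genes was not analysed here.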

More importantly, many of those commonly changed genes are predominantly induced following prolonged cadmium exposure but not by a short-term cadmium exposure[62]. Altogether, the *mir-60* loss-induced enhanced oxidative stress resistance is not caused by a typical stress response, rather mediated by an adaptive mechanism that possibly involves the maintenance of cellular homeostasis.

### Inactivation of *zip-10* disrupts *mir-60* loss-induced adaptive response against oxidative stress

Next, to investigate the relationship between the *mir-60* loss-induced gene expression changes and the target candidates of miR-60, we examined expression of the *mir-60* loss-regulated genes in the backgrounds of RNAi inactivation of endocytosis-related genes, including *apa-2*, *par-6* and *W09D10.1*. We found several patterns of changes; for example, one of the Asp genes, *asp-17*, which is up-regulated in *mir-60* mutants, showed a further dramatic increase in expression, while *zip-10* was essentially not affected in all these RNAi knockdowns (Fig 7A; see below for *zip-10*). In another example, *lys-7*, which is down-regulated by the *mir-60* loss, is rather up-regulated by *W09D10.1* inactivation. Also, *ugt-26* was further down-regulated by *W09D10.1* inactivation. It seems likely that the endocytosis deficiencies disrupt the balanced expression of these *mir-60* loss-induced genes. In contrast to those changes, genes unaffected by the *mir-60* loss, such as DAF-16-responsive genes *sod-3* and *ctl-3*, were not substantially changed by the inactivation of endocytosis-related genes (Fig 7A). These observations suggest that the *mir-60* loss causes coordinated and specific alterations of gene expression that are important for adaptive response against the long-term mild oxidative stress.

**Figure 7:**
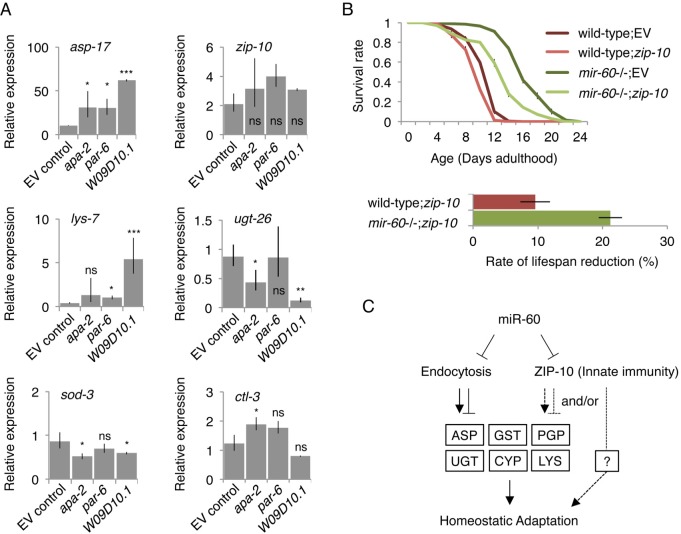
Inhibiting miR-60 target candidates abolish the *mir-60* loss-induced gene expression changes and adaptive response against oxidative stress (**A**) Expression was examined by qRT-PCR in the *mir-60*;*spe-9* double mutant background, and the results were standardized by the expression level in the control *spe-9* animals exposed to the empty vector control in RNAi. Error bars represent SE and p-values were calculated by paired t-test based on 3 independent trials of sample preparation: *p<0.1; **p<0.01; ***p<0.001. (**B**) Survival curves of wild-type and *mir-60* mutant animals exposed to *zip-10* RNAi are shown. A small bar graph below represents the rate of lifespan reduction of *zip-10* RNAi-treated animals compared to those treated with the control RNAi. Error bars represent SE calculated from 3 replicates. The detailed results are available in Supplemental Fig 6. (**C**) A model illustrates the mechanism underlying *mir-60* loss-induced adaptive response against chronic oxidative stress. Arrows and blunt arrows denote positive and negative interactions, respectively. miR-60 appears to directly modulate the activity of endocytosis machinery, which regulates downstream expression of genes, such as those encoding Aspartyl protease (ASP), P-glycoprotein (PGP), glutathione S-transferase (GST), UDP glucurono-syltransferase (UGT), cytochrome P450 (CYP) and lysozyme (LYS). ZIP-10, which also seems to be directly controlled by miR-60, promotes homeostatic adaptation possibly through *mir-60* loss-responsive factors such as PGP, and/or unidentified factor(s) (shown by broken lines).

To further explore the relationship between the *mir-60* loss-induced gene expression changes and the adaptive response against oxidative stress, we examined the effect of inhibiting the *mir-60* loss-induced genes on lifespan under oxidative stress conditions. We hypothesized that inactivation of genes up-regulated by the *mir-60* loss would disrupt the longevity effect if they function downstream of miR-60. We found that for many of the up-regulated genes we examined, RNAi knockdown slightly but significantly shortened wild-type lifespan under the PQ 5 mM condition (Supplemental Fig 6). Of those, RNAi against *zip-10*, which belongs to a conserved bZIP transcription factor family, significantly reduced the *mir-60* loss-induced lifespan extension, compared with wild-type animals treated with the same RNAi (Fig 7B). *zip-10*, a homolog of human BATF3 gene, is known to be expressed in the adult intestine [63], and up-regulated following exposure to a bacterial pathogen in *C. elegans,* suggesting its role in innate immunity [64].

It is plausible that the innate immune system contributes to the adaptive response against oxidative stress in *mir-60* mutants. We found that in addition to *Asp*/*Gst*/*Ugt*/*Cyp* genes above, P-glycoprotein (Pgp) genes, including *pgp-1*, *pgp-3* and *pgp-9*, which encode ATP-binding membrane transporters involved in pathogen defense responses [65, 66], are up-regulated by *mir-60* loss (Fig 6A). 

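*pgp-9*, on chromosome V from 17755871 to 17764624, had an FPKM of 22.9 ± 0.347 (SD, n = 2) in the double mutants and 4.55 ± 0.433 (SD, n = 2) in *spe-9*, a log2 fold change of 2.22 (standard error 0.10, limma adjusted p = 0.0179). Without the filter on low values its adjusted p was 0.0501 in limma. *pgp-1* on chromosome IV, from 12591804 to 12599144, was at 3.58 ± 0.109 against 0.455 ± 0.0534 FPKM (SD, n = 2), a log2 fold change of 2.10 with a limma adjusted p of 0.0762. *pgp-3* on chromosome X, from 11352098 to 11356943, was at 7.35 ± 0.1 against 2.83 ± 0.0715 FPKM (SD, n = 2), a log2 fold change of 1.24 with a limma adjusted p of 0.0581, or 0.047 with the replicate number as a block. For these 3 genes the lowest double mutant library lay above the highest *spe-9* library. Of the 11 P-glycoprotein genes tested, 7 were higher and 4 lower, and 3 changed over 2-fold in each direction. *pgp-5* was among the lower ones, at 2.74 ± 0.704 against 8.81 ± 3.81 FPKM (SD, n = 2, limma adjusted p = 0.208). The median log2 fold change of the family was 0.35 (camera adjusted p = 0.157 in limma), and with quantile normalization it was 0.088. With a mean FPKM of at least 10 only 2 genes of the family were left, *pgp-9* and *pgp-2*, with a median of 1.28 (camera adjusted p = 0.00291 in limma). The study picked *pgp-9* on the same libraries, so this p is not independent evidence. Over all 11 genes, the median was 0.16 without replicate 1 of the double mutants.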

Pgps are known to act as energy-dependent drug efflux pumps to extrude xenobiotic compounds [67], protecting cells from toxins, including those generated from pathogens. The *mir-60* loss-induced increased expression of *zip-10* may contribute to the maintenance of cellular homeostasis by regulating its downstream genes, such as *Pgp*s (Fig 7C). Importantly, we noticed that *zip-10* is also one of the predicted targets of miR-60 (Supplemental Fig 3C), suggesting that miR-60 directly regulates *zip-10* as well as the endocytosis components, consistent with the observation that inactivations of endocytosis-related genes do not affect *zip-10* expression (Fig 7A). Taken together, the endocytotic and *zip-10*-mediated innate immune systems, which are directly controlled by miR-60, coordinate expression of genes involved in the cellular homeostasis, promoting adaptive response against the long-term mild oxidative stress (Fig 7C).

## DISCUSSION

Animals are constantly exposed to potential risks that prevent a normal lifespan, such as starvation, temperature changes and oxidative stress. In addition to ROS as a natural by-product in normal energy metabolism, ROS are also generated from exposure to radiation, pollutants and pathogens, causing chronic oxidative stress and gradually accumulating damage in cells and tissues during aging. In this study, we show that *C. elegans* miRNA miR-60, which is exclusively expressed in the intestinal tissue, modulates an adaptive response against mild and long-term oxidative stress exposure. It seems that this adaptive process is achieved by ensuring the maintenance of cellular homeostasis through the endocytosis and innate immune pathways.

Our genetic studies combined with computational miRNA target prediction have identified the target candidates of miR-60, which include components of the endocytosis machinery. Of those, AP-2, PAR6 and ArfGAP, are generally known to function in the endocytic recycling pathway, which allow cells to reuse endocytosed proteins and lipids[68, 69]. Internalized molecules are subjected to degradation in lysosomes or are recycled back to the cell surface. miR-60 might coordinate the balance between degradation and recycling depending on the cellular state. 

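At Day 0, *rme-1* had an FPKM of 174 ± 17.2 (SD, n = 2) in the double mutants and 152 ± 19.3 (SD, n = 2) in *spe-9*, a log2 fold change of 0.20 with a 95% confidence interval from -0.16 to 0.55 (limma adjusted p = 0.487). *mtm-6* was at 43.4 ± 4.55 against 43.2 ± 3.27 FPKM (SD, n = 2), and *rabs-5* at 16.0 ± 0.736 against 17.0 ± 0.203 (SD, n = 2). For *mtm-6* the log2 fold change of 0.0058 was smaller than the difference between replicates and turned to -0.0095 when the libraries were centred on their medians, to -0.071 without replicate 1 of *spe-9* and to -0.10 without replicate 2 of the double mutants. The interval of *rabs-5* ran from -0.30 to 0.14. The paper's Supplemental Table 1 gives *rme-1* and *mtm-6* as predicted by 6 programs each and *rabs-5* by 2. With *mca-3* and *tbc-2*, 5 such endocytosis genes were examined, of which 0 had an adjusted or an unadjusted p under 0.05 in limma, and 0 when adjusted over the list alone. These are values of whole animals, so a change confined to the intestine, where the paper finds miR-60, could be diluted.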

We also noticed that additional endocytosis factors are predicted as targets of miR-60, which include *rme-1*, *mtm-6* and *rabs-5* (Supplemental Fig 4), implying the possibility that many more genes related to the endocytosis are directly modulated by miR-60, fine-tuning the cellular maintenance in the intestine.

Beyond identifying the endocytic regulators as miR-60 targets, we also found that *ced-3* is one of the confirmed target candidates of miR-60; the RNAi inactivation significantly shortens *mir-60* loss-induced lifespan extension under the oxidative stress condition (Fig 5A). The *ced-3* gene encodes a caspase (for cysteine-aspartate protease) and is required for normal apoptosis activity[70]. A recent study has shown that loss-of-function mutations in the conserved intrinsic apoptosis-signaling pathway, including *ced-3*, suppress hormesis-induced longevity – a phenomenon whereby exposing animals to low levels of stress can trigger subsequent beneficial effects –, although the necessity of the apoptosis-signaling pathway for hormetic response is independent from inhibition of apoptosis[71]. We have observed that *mir-60* mutants treated with a much lower dose of PQ (0.2 mM) have a slightly but significantly longer lifespan than those cultured under the normal condition of PQ 0 mM (Supplemental Fig 1B/C). This implies that a *mir-60* loss-regulated downstream mechanism functions redundantly with the hormesis-induced pathway. Alternatively, a *mir-60* loss-induced change might optimize a hormesis effect, leading to a further prolonged lifespan. Although this needs to be investigated further, our observation may provide new insight into a role of apoptosis or caspase activity in an adaptive response against stress.

In addition to the miR-60 target candidates described above, we found that one of the bZip family transcription factor genes, *zip-10*, appears to be directly controlled by miR-60. 

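The 9 target candidates of the lifespan screen (*apa-2*, *par-6*, W09D10.1, *cap-1*, *attf-3*, *pkc-3*, *ced-3*, *mct-6* and *cel-1*) had log2 fold changes from -0.13 for *par-6* to 0.16 for *apa-2* in the double mutants at Day 0. None had an adjusted p under 0.05 in limma, over all genes or adjusted over the list alone, and none had an unadjusted p under 0.05. The FPKM of *apa-2*, on chromosome X from 9338619 to 9342376, was 31.7 ± 1.19 (SD, n = 2) in the double mutants and 28.3 ± 2.96 (SD, n = 2) in *spe-9* (limma adjusted p = 0.475). *par-6* was at 103 ± 4.51 against 114 ± 5.76 FPKM (SD, n = 2, limma adjusted p = 0.441). *ced-3*, on chromosome IV from 13199206 to 13204042, was at 129 ± 17.1 against 137 ± 16.9 FPKM (SD, n = 2), a log2 fold change of -0.082 (limma adjusted p = 0.771). The 95% confidence intervals of the 9 genes all included 0. The widest was that of *ced-3*, from -0.47 to 0.31, and the narrowest that of *cel-1*, from -0.26 to 0.10, so changes within these intervals were not excluded with 2 libraries per strain. Whole animals were sequenced, while the paper finds miR-60 only in the intestine. A change confined to the intestine could be diluted, so the intervals do not bound it. *cap-1* had a log2 fold change of -0.0037, which quantile normalization turned to 0.0068. Single libraries also turned the direction of small changes. Without replicate 2 of *spe-9*, *ced-3* was at 0.044, *cap-1* at 0.028 and *pkc-3* at 0.025, without replicate 1 of the double mutants *ced-3* was at 0.053, without their replicate 2 *cap-1* was at 0.042, and without replicate 1 of *spe-9* *mct-6* was at -0.019.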

As it has been reported previously that miRNAs do not often affect their target gene expression at the mRNA level – although this is still controversial subject –[5], we have observed that expression of the endocytosis genes and *ced-3* is not essentially changed by the *mir-60* loss in our RNA sequencing study (Supplemental Table 3). In contrast, *zip-10* was found to be significantly up-regulated by the *mir-60* loss (Fig 6A). 

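*zip-10* lies on chromosome V from 11650185 to 11650733, with a transcript of 498 bases. Its FPKM was 41.3 and 34.0 in the double mutant libraries and 11.4 and 9.34 in those of *spe-9* at Day 0, a log2 fold change of 1.81 with a standard error of 0.15 (limma adjusted p = 0.0459, and 0.00298 when adjusted over the target candidates and *zip-10* alone). The value over the list alone is not independent evidence, because the study singled out *zip-10* on these libraries. In the 2 replicate pairs the log2 ratio was 1.81 each time. With each library left out in turn it stayed between 1.67 and 1.95. Its adjusted p rose to 0.107 in limma without the filter on low values and to 0.0882 without the variance trend.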

We found that in addition to two miR-60 complementary sequences in the 3′ UTR of *zip-10*, there is also one possible miR-60 biding site in its exon region (Supplemental Fig 3C), implying a potential control of *zip-10* by miR-60 at both transcriptional and post-transcriptional levels. *C. elegans zip-10* and its human homolog BATF3 gene are both involved in the immune system, including their role in pathogen responses[64, 72]. Although the function of *zip-10* remains largely unexplored in *C. elegans*, its downstream molecular mechanism might overlap with those of human BATF3.

Lastly, while the target candidate and downstream genes of miR-60 are highly conserved among animal species, miRNAs having the same seed sequence as miR-60 are limited to the nematode and some insect species (Supplemental Fig 7A). However, we have found that miRNA genes having similar seed sequences, including those with a 1-bp mismatch or 1-bp shift, exist in the human genome, such as miR-544a and hsa-miR-4795-3p (Supplemental Fig 7B). It is possible that these miRNAs also regulate the endocytic activity in human. Indeed, for example, AP2B1, a human homolog of *C. elegans* APA-2, and its associated protein AAK1, that are both involved in the endocytosis, are predicted as targets of miR-544a by the TargetScan program[46]. In addition, TargetScan predicts BATF3 as a target of hsa-miR-4795-3p. These miRNAs might play an important role in an adaptive response against chronic oxidative stress in human. *C. elegans mir-60* mutants may serve as a model to deepen our understanding of a mechanism underlying long-term adaptive response against stress.

## MATERIALS AND METHODS

### *C. elegans* strains

*C. elegans* strains used in this study are summarized in Supplemental Table 1. *C. elegans* animals were cultured on solid nematode growth media (NGM) plates and handled with a standard technique[73]. All strains used for lifespan and stress survival assays were backcrossed extensively to our own wild-type N2 Bristol strain to remove background mutations and potential genetic variations. The temperature-sensitive strains, including animals in the *spe-9*(*hc88*) or *glp-4*(*bn2*) background, were maintained at a permissive temperature 15°C, and eggs prepared were placed at a restrictive temperature 23.5°C to induce sterility for lifespan/stress assays, microscopy or RNA isolation. All other strains were maintained at a standard temperature 20°C. PCR primers used for genotyping are summarized in Supplemental Table 7.

### Lifespan assays

We performed lifespan assays as previously described [12, 16] with some modifications. Briefly, *C. elegans* animals were maintained and grown continuously at 20°C on NGM plates seeded with *E. coli* OP50 for at least 4 generations (about for 2 weeks at 20°C) before doing egg preparation for lifespan assays. This procedure is to erase a potential effect of starvation/diapause on gene expression and lifespan [74, 75]. For growth synchronization, eggs were prepared by a standard bleach/NaOH treatment and directly placed on OP50- or RNAi bacteria-seeded NGM plates, and cultured until they reached the young adult stage (78-80 hours and 68-70 hours from embryo at 20°C and 23.5°C, respectively). 5-fluorodeoxyuridine (FUDR; a DNA replication inhibitor, Sigma-Aldrich) was added to plates at 325 μM in the final concentration to prevent growth of progeny. The date of adding FUDR was defined as Day 0 adulthood. We checked the survival of animals every other day, and scored as dead when they no longer responded to a gentle touching with a platinum wire. Animals that died unnaturally during assays (vulval bursting, internal hatching of eggs) were excluded from calculations. Approximately 100 animals were tested on each plate with 3-4 replicates. P-values were calculated by log-rank test using results merging all 3-4 replicates in each trial. All lifespan assays were repeated at least three times independently, including 3-4 replicates in each trial, and one of the representative trials is shown. We further performed lifespan assays of *mir-60* mutants under a non-FUDR condition to exclude a possible effect of FUDR on lifespan, and confirmed that loss of *mir-60* indeed increases oxidative stress resistance and lifespan (see Supplemental Fig 1E).

### Paraquat treatment

Methyl viologen dichloride (Paraquat/PQ; Sigma-Aldrich) was used a source of ROS. For long-term PQ treatment, staged Day 0 young adult animals cultured under normal conditions were exposed to PQ at final concentrations of 0.1-7.5 mM on standard solid NGM plates seeded with OP50 or RNAi bacteria, and we examined their survival until death. For short-term PQ treatment, staged Day 0 adult or L4 stage animals were incubated in M9 buffer containing 150 or 200 mM PQ with rotation for 6 hours at 20°C. After incubation, treated animals were washed 3 times with M9 buffer and placed on OP50-seeded solid NGM plates and recovered at 20°C, and then we examined their survival 24 hours post treatment.

### RNAi gene inactivation

*C. elegans* animals were exposed to freshly cultured RNAi bacteria from embryos with a standard feeding RNAi method[76], and placed at an appropriate temperature condition, 20°C or 23.5°C depending on the strain background used. Most of the RNAi clones used in this study were derived from Ahringer's library [77], and all clones with a positive effect were confirmed by DNA sequencing.

### Establishment of a *mir-60* rescue line by MosSCI

A *mir-60* locus, which encompasses 1.1 kb upstream (up to an adjacent gene) and 1 kb downstream genomic region of *mir-60* precursor, was amplified by PCR and subcloned into pCFJ352, a MosSCI targeting vector[40]. After DNA sequence confirmation, the plasmid DNA was injected with other control plasmid DNAs into a MosSCI *C. elegans* strain (*ttTi4348*;*unc-119*(*ed3*)), which is originally derived from EG6701 strain. A transgenic line having the entire rescue fragment was backcrossed twice into our wild-type N2 strain, and then crossed into the *mir-60* loss background. The original *unc-119* mutation was removed by backcrossing. Primers used are summarized in Supplemental Table 7.

### Quantitative microscopy

GFP signal intensity, body size and autofluorescence accumulation were measured by microscopic observations (Leica DM6000B or M205FA). Images were obtained from a whole animal body individually with the same microscopic settings (e.g. magnification, exposure time) with a focus on the center of each animal based on its pharynx and/or vulva. *C. elegans* images were quantified by ImageJ [78] and straightened for presentation purpose after quantification. For the body size analysis, the growth of *mir-60*;*glp-4* double mutants and *glp-4* control animals was synchronized through the 1st larval stage (L1) arrest to reduce the growth variation among animals caused by different hatching timing, and those animals were cultured at 23.5°C. For measuring autofluorescence accumulation, age pigments were visualized and quantified by fluorescence microscope with a GFP filter set (Excitation: 480/40 nm; Barrier filter: 510LP).

### RNA isolation

Animals collected were first washed with M9 buffer 3 times, then incubated in M9 buffer with rotation for 30 minutes to allow them to digest bacteria within the intestine. Total RNAs were purified using *mirVana* miRNA Isolation Kit or Trizol (Ambion/Life Technologies) combined with RNA Clean & Concentrator (ZYMO Research), according to the manufacturers’ instructions.

### Gene expression profiling

Total RNA was isolated from *mir-60;spe-9* double mutants and *spe-9* control animals when they were Day 0 young adult and also reached 50% survival time points (see Supplemental Text 2 for details). cDNA libraries for RNA sequencing were established from 4 μg of the total RNA for each using TruSeq Stranded mRNA Sample Prep Kit (Illumina) with indexed adapters, according to the manufacturer's instruction. The libraries were quantified using NEBNext Library Quant Kit (New England Biolabs) on a real-time PCR instrument 7900HT (Applied Biosystems), and sequenced on the Illumina HiSeq platform with 100 bp single end options at Australian Genome Research Facility Ltd (www.agrf.org.au). Sequencing reads were aligned to the *C. elegans* genome (WS220) using Bowtiew program (version 2.1.0)[79] then incorporated into TopHat program (version 2.1.0)[80]. Expression levels of genes were calculated using Cufflinks software (version 2.2.1)[81], and were represented as fragment per kb per million reads (FPKM; Supplemental Table 2). The DEseq program[82] was also used to list genes with differential expression between those two strains at Day 0 young adult for which the biological replicates are available (Supplemental Table 3). The number of gene count in all samples examined is summarized in Supplemental Table 5. Gene enrichment analysis was performed using DAVID Functional Annotation Tool [55] for differentially expressed genes between two samples (Supplemental Table 4).

### qRT-PCR

qRT-PCR was performed to investigate expression of mature miR-60 (miR-60-3p) and coding genes with the Universal ProbeLibrary technology (UPL; Roche) on 7900HT or StepOne instrument (Applied Biosystems). cDNAs for the miR-60 were synthesized using a hairpin-loop adapter[83, 84] with ProtoScript II reverse transcriptase (New England Biolabs), and cDNAs for coding genes were synthesized using random hexamers. The cDNA libraries established were diluted with water and then used as a template in qPCR reaction with a UPL probe and primers specific to each gene examined. All primer sequences and UPL probes used in this study are summarized in Supplemental Table 7. 

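*ama-1*, which encodes a subunit of RNA polymerase II, had an FPKM of 72.5 ± 3.60 (SD, n = 2) in the double mutants and 72.2 ± 6.81 (SD, n = 2) in *spe-9* at Day 0. *cdc-42* was at 285 ± 15.0 and 285 ± 6.13 FPKM (SD, n = 2), and *pmp-3* at 53.3 ± 1.68 and 57.1 ± 2.49 (SD, n = 2). Their log2 fold changes were 0.0094, 0.0012 and -0.097, with limma adjusted p-values of 0.966, 0.993 and 0.523. The 95% confidence intervals of the 3 genes reached from -0.29 to 0.27. Centring the libraries on their medians turned the log2 fold changes of *ama-1* and *cdc-42* to -0.0058 and -0.014. They were -0.086 and -0.021 without replicate 1 of *spe-9*, and -0.041 and -0.052 without replicate 2 of the double mutants. None of the 3 genes had an unadjusted p under 0.05, or an adjusted p under 0.05 over the list alone.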

The results were analyzed by the delta-delta Ct method[85] and normalized by the average of 3 control genes, including *ama-1*, *cdc-42* and *pmp-3*, which have been shown to have a stable expression pattern in *C. elegans* aging mutants[86]; all these 3 genes were indeed found to be expressed at similar levels between the control and *mir-60* mutant animals (see Supplemental Table 3). P-values were calculated by paired t-test from delta Ct values between two samples compared, which were obtained from 3 biological replicates, in which the total RNA was purified from 3 independent trials.

### Accession number

Raw sequencing reads from Illumina HiSeq and processed data have been deposited in the NCBI Gene Expression Omnibus (GEO) with the accession number GSE83239.

## SUPPLEMENTAL FIGURES AND TABLES

# Supplementary material for: An intestinal microRNA modulates the homeostatic adaptation to chronic oxidative stress in C. elegans
**Source:** Aging (Albany NY). 2016 Sep 12;8(9):1979–96. doi: 10.18632/aging.101029
**Supplement:** Supplementary file 1

SUPPLEMENTAL FIGURES

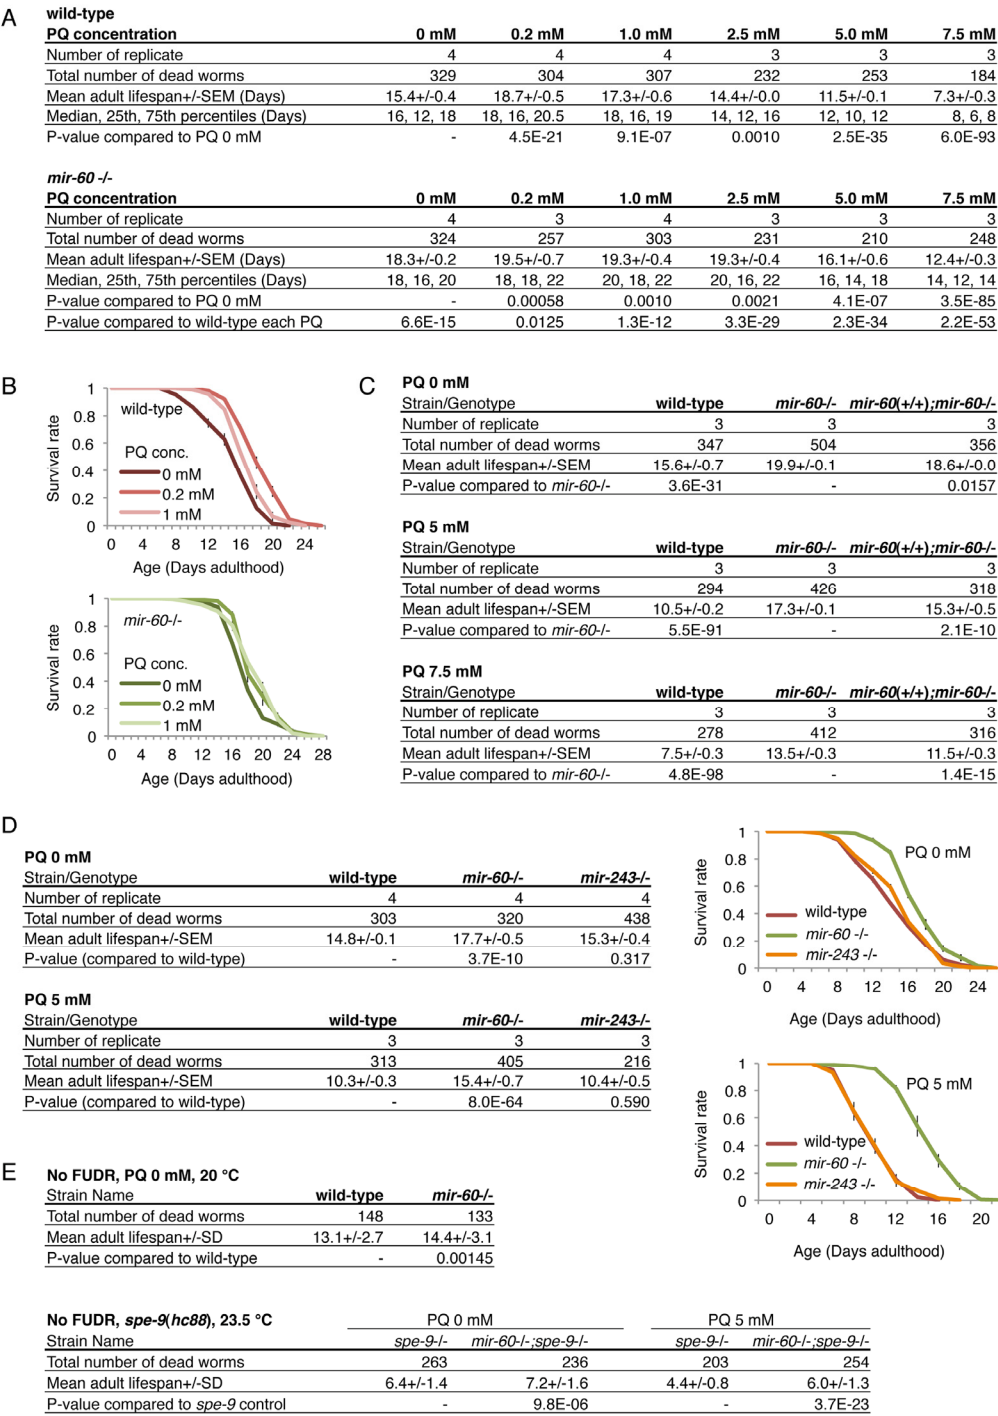

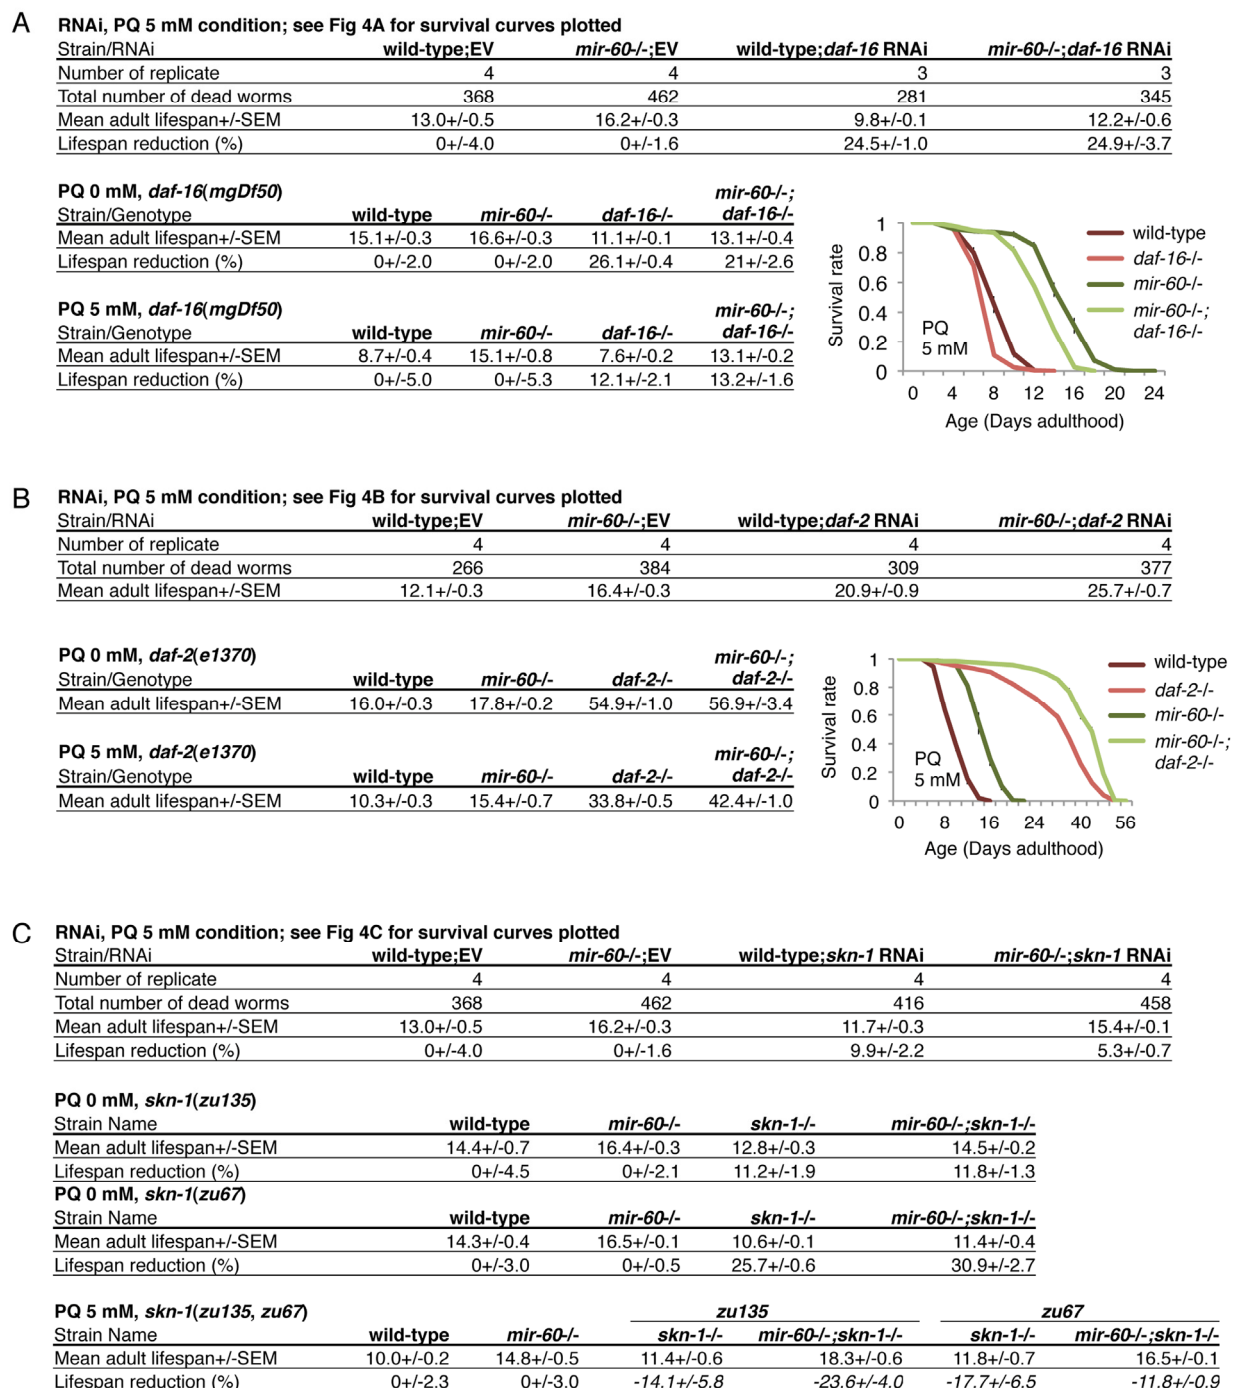

**Supplemental Figure 2. Loss of *mir-60* promotes adaptive response against oxidative stress independently from known aging genes.** Tables show numerical values and statistics for the survival curves shown in Fig 4; (A) for *daf-16*, (B) for *daf-2* and (C) for *skn-1*. ‘EV’ denotes Empty Vector, L4440 plasmid DNA used as a control in feeding RNAi. To further confirm the results of RNAi experiments, loss-of-function mutants of each gene were used. For *skn-1*, a mutation (*zu135* or *zu67* allele) causes lifespan reduction in *mir-60* mutants under the normal PQ 0 mM condition, which was comparable in that in the wild-type background. However, unexpectedly, both *skn-1* alleles rather significantly increased lifespans compared to the wild-type control under the PQ 5 mM conditions. Although the cause for this is currently under investigation (e.g. *skn-1* might have an unidentified role in adaptive response, such as enhancing hormesis effect), combining the results of our expression study that the levels of SKN-1 targets, such as *gst-4* and *gcs-1* [S1, S2], are not significantly changed in the *mir-60* loss background, we conclude that *skn-1* is dispensable for the *mir-60* loss to extend lifespan.

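At Day 0 and without paraquat, *gst-4* had an FPKM of 21.8 ± 2.58 (SD, n = 2) in the double mutants and 21.6 ± 1.30 (SD, n = 2) in *spe-9*. Its log2 fold change of 0.013 had a 95% confidence interval from -0.31 to 0.33 (limma adjusted p = 0.959). *gcs-1* was at 56.0 ± 2.72 against 55.5 ± 5.87 FPKM (SD, n = 2), a log2 fold change of 0.014 with an interval from -0.27 to 0.29 (limma adjusted p = 0.952). For both genes the 2 replicate pairs went in opposite directions. Centring the libraries on their medians made both log2 fold changes negative, at -0.0018 and -0.0014. That of *gst-4* was -0.10 without replicate 1 of the double mutants and -0.047 without replicate 2 of *spe-9*, and that of *gcs-1* was -0.093 without replicate 1 of *spe-9* and -0.035 without replicate 2 of the double mutants.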

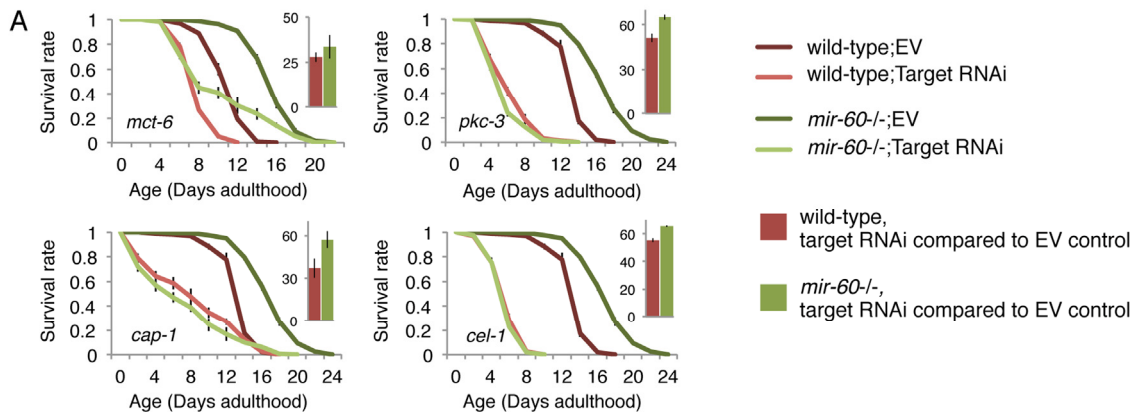

**B**

| RNAi                            | Control (empty vector) |                              | <i>apa-2</i>   |                              | <i>atf-3</i>   |                              | <i>W09D10.1</i> |                              |
|---------------------------------|------------------------|------------------------------|----------------|------------------------------|----------------|------------------------------|-----------------|------------------------------|
| Strain                          | wild-type              | <i>mir-60</i> <sup>-/-</sup> | wild-type      | <i>mir-60</i> <sup>-/-</sup> | wild-type      | <i>mir-60</i> <sup>-/-</sup> | wild-type       | <i>mir-60</i> <sup>-/-</sup> |
| Number of replicate             | 3                      | 3                            | 3              | 3                            | 3              | 3                            | 3               | 3                            |
| Total number of dead worms      | 292                    | 263                          | 318            | 276                          | 294            | 251                          | 299             | 218                          |
| Mean adult lifespan $\pm$ SEM   | 11.3 $\pm$ 0.3         | 15.9 $\pm$ 0.4               | 8.9 $\pm$ 0.4  | 11.0 $\pm$ 0.1               | 9.3 $\pm$ 0.3  | 7.1 $\pm$ 0.2                | 8.5 $\pm$ 0.1   | 9.2 $\pm$ 0.8                |
| Rate of reduction $\pm$ SEM (%) | 0.0 $\pm$ 2.8          | 0.0 $\pm$ 2.6                | 21.6 $\pm$ 3.1 | 30.5 $\pm$ 0.4               | 17.8 $\pm$ 2.3 | 55.0 $\pm$ 1.2               | 24.5 $\pm$ 1.2  | 41.9 $\pm$ 4.9               |

  

| RNAi                            | <i>ced-3</i>   |                              | <i>par-6</i>   |                              | <i>mct-6</i>   |                              |
|---------------------------------|----------------|------------------------------|----------------|------------------------------|----------------|------------------------------|
| Strain                          | wild-type      | <i>mir-60</i> <sup>-/-</sup> | wild-type      | <i>mir-60</i> <sup>-/-</sup> | wild-type      | <i>mir-60</i> <sup>-/-</sup> |
| Number of replicate             | 3              | 3                            | 3              | 3                            | 3              | 3                            |
| Total number of dead worms      | 258            | 229                          | 320            | 316                          | 302            | 261                          |
| Mean adult lifespan $\pm$ SEM   | 9.4 $\pm$ 0.1  | 12.3 $\pm$ 0.4               | 11.1 $\pm$ 0.5 | 9.9 $\pm$ 0.2                | 8.1 $\pm$ 0.3  | 10.5 $\pm$ 1.0               |
| Rate of reduction $\pm$ SEM (%) | 16.7 $\pm$ 0.6 | 22.6 $\pm$ 2.5               | 2.2 $\pm$ 4.1  | 37.9 $\pm$ 1.1               | 27.9 $\pm$ 2.5 | 33.6 $\pm$ 6.4               |

  

| RNAi                            | Control (empty vector) |                              | <i>pkc-3</i>   |                              | <i>cel-1</i>   |                              | <i>cap-1</i>   |                              |
|---------------------------------|------------------------|------------------------------|----------------|------------------------------|----------------|------------------------------|----------------|------------------------------|
| Strain                          | wild-type              | <i>mir-60</i> <sup>-/-</sup> | wild-type      | <i>mir-60</i> <sup>-/-</sup> | wild-type      | <i>mir-60</i> <sup>-/-</sup> | wild-type      | <i>mir-60</i> <sup>-/-</sup> |
| Number of replicate             | 3                      | 3                            | 3              | 3                            | 3              | 3                            | 3              | 3                            |
| Total number of dead worms      | 209                    | 282                          | 176            | 267                          | 165            | 278                          | 145            | 182                          |
| Mean adult lifespan $\pm$ SEM   | 13.6 $\pm$ 0.3         | 17.3 $\pm$ 0.5               | 6.6 $\pm$ 0.4  | 6.0 $\pm$ 0.3                | 6.1 $\pm$ 0.2  | 5.9 $\pm$ 0.1                | 8.5 $\pm$ 0.9  | 7.4 $\pm$ 1.0                |
| Rate of reduction $\pm$ SEM (%) | 0.0 $\pm$ 2.1          | 0.0 $\pm$ 2.6                | 51.2 $\pm$ 3.0 | 65.2 $\pm$ 1.8               | 55.3 $\pm$ 1.5 | 65.6 $\pm$ 1.5               | 37.2 $\pm$ 6.8 | 56.9 $\pm$ 5.8               |

**C**

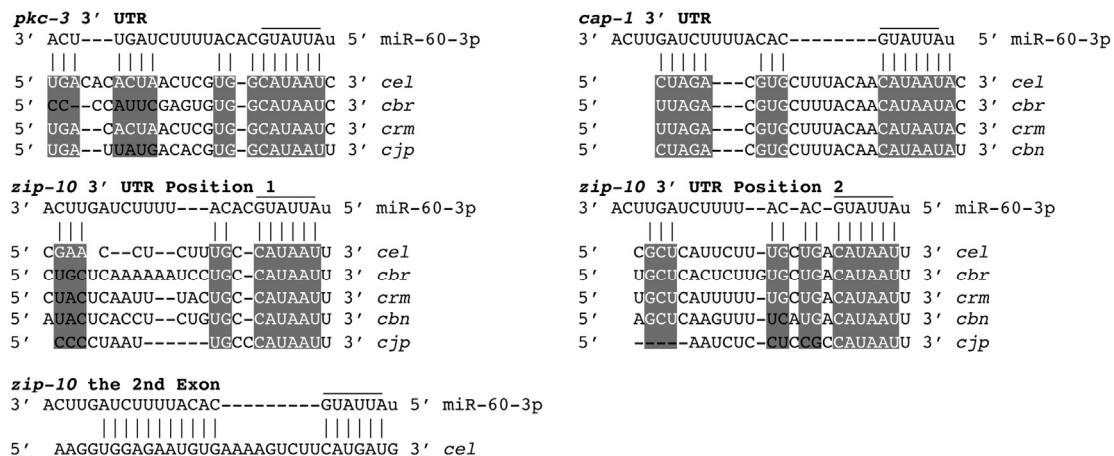

**Supplemental Figure 3. Longer lifespans induced by loss of *mir-60* are significantly shortened by RNAi inactivations against its predicted targets.** (A) Additional results that are not shown in Fig 5 are presented. Small bar graphs indicate the percentage of lifespan reduction. Error bars represent SE calculated from 3-4 replicates. (B) A Table shows numerical values and statistics for the survival curves shown in Fig 5 and above. (C) miR-60-3p strand and its possible binding sites in 3' UTR of target candidates are shown as vertical lines. Conserved regions among *C. elegans* (*cel*)-related species, including *C. briggsae* (*cbr*), *C. remanei* (*crm*), *C. brenneri* (*cbn*) and *C. japonica* (*cjp*), are highlighted by white-colored letters on gray backgrounds.

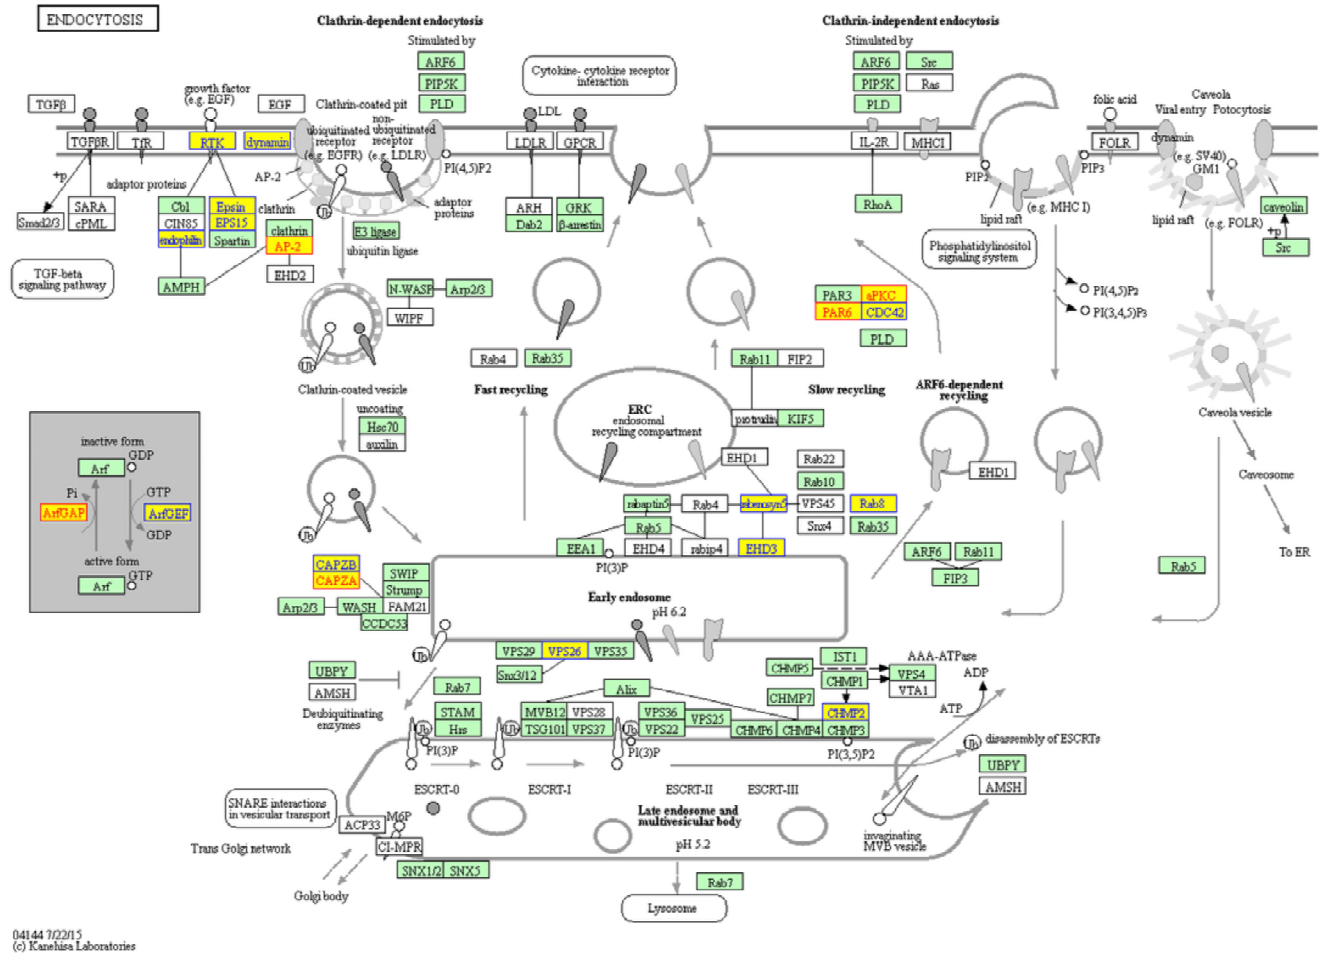

**Supplemental Figure 4. Target genes of miR-60 seem to be involved in the endocytosis machinery.** Genes predicted as miR-60 targets that function in the endocytosis machinery are highlighted by yellow on a KEGG map[S3]. Of those, 5 candidates confirmed by the genetic studies are shown in red, and the remaining computationally predicted candidates are shown in blue. Additional miR-60 target candidates, including, attf-3, mtm-6, mca-3 and tbc-2, are known to be involved in the endocytotic process, although these are not shown on this map.

A

Summary of sequencing reads:

| Sample ID | Sample description                       | Total number of reads | Number of mapped reads | Percentage of mapped reads |
|-----------|------------------------------------------|-----------------------|------------------------|----------------------------|
| s60A      | <i>mir-60;spe-9</i> , Day 0, Replicate-1 | 5964,8540             | 5004,9257              | 83.9                       |
| s60B      | <i>mir-60;spe-9</i> , Day 0, Replicate-2 | 6439,5856             | 5386,5193              | 83.6                       |
| speA      | <i>spe-9</i> , Day 0, Replicate-1        | 6981,0077             | 5848,9365              | 83.8                       |
| speB      | <i>spe-9</i> , Day 0, Replicate-2        | 6788,3067             | 5603,1268              | 82.5                       |
| speD7     | <i>spe-9</i> , Day 7, PQ 5 mM            | 6787,1208             | 5626,2217              | 82.9                       |
| s60D7     | <i>mir-60;spe-9</i> , Day 7, PQ 5 mM     | 7544,0022             | 6336,8602              | 84                         |
| s60D10    | <i>mir-60;spe-9</i> , Day 10, PQ 5 mM    | 6699,6646             | 5479,5483              | 81.8                       |

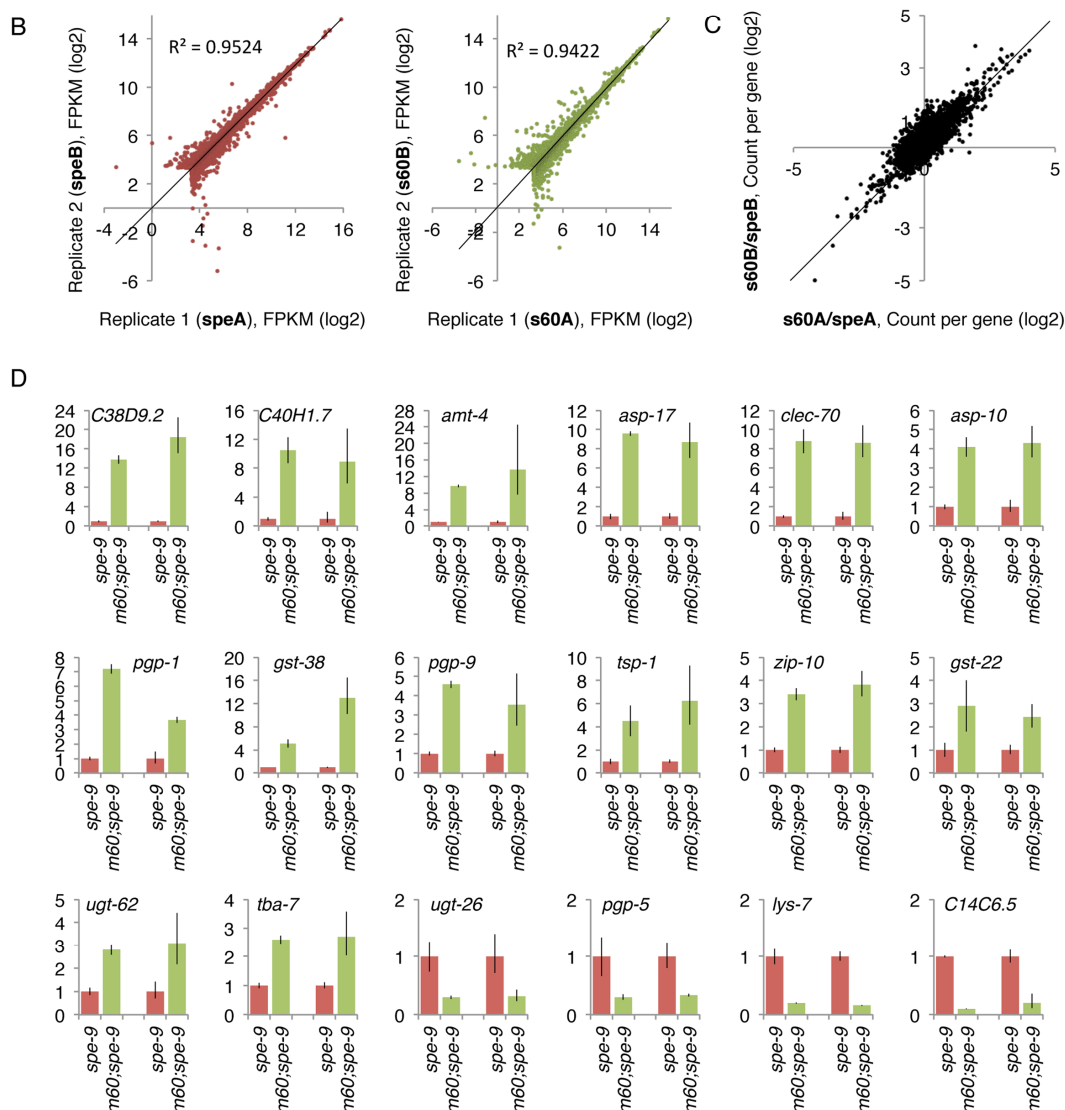

**Supplemental Figure 5. RNA sequencing results were confirmed by biological replicates and qRT-PCR.** (A) A Table shows the summary of RNA sequencing reads. (B) Gene expression was compared between each replicate of *spe-9* and *mir-60;spe-9* Day 0 control samples. Dots represent each transcript. The slopes for *spe-9* (speA vs speB) and *mir-60;spe-9* (s60A vs s60B) were 0.95244 and 0.9422, respectively, indicating that two biological replicates are very consistent. Transcripts with very low sequencing reads (less than 10 reads in FPKM in either 2 samples compared) were omitted. (C) The ratio in gene expression change (*mir-60;spe-9* compared to the *spe-9* control) was compared between the biological replicates based on counts per gene. Dots in upper right and in lower left on the panel mean that they have the same trend in expression change. Many dots scattered around the center mean that they are not significantly changed between *spe-9* and *mir-60;spe-9*. These results demonstrate that most of the genes with significant expression changes have the same trend in two biological replicates. (D) The RNA sequencing results were further confirmed by qRT-PCR. Total RNA isolated from 3 independent trials of sample preparation, including the two replicates used for the RNA sequencing and one additional replicate separately prepared, were used for the qRT-PCR experiments in order to verify the results obtained by the RNA sequencing technology and also to confirm variation among biological samples. Error bars represent SE. Left and right two bars represent the results of RNA sequencing and qRT-PCR, respectively.

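Across the 8823 transcripts with an FPKM of at least 10 in both *spe-9* libraries, the squared Pearson correlation of log2 FPKM was 0.977 and the slope 0.984. The legend calls the paper's values slopes and the panel prints them as R2, so it is open which of the 2 they are. For the double mutants, the values over 9058 transcripts were 0.978 and 0.989. They are taken across transcripts, which are not independent replicates. The choice of transcripts moved the correlation most. Another selection took transcripts with an FPKM of at least 10 in at least one of the 2 libraries and above 0 in both. It was chosen after the values were seen, and its squared correlation was 0.025 for *spe-9* and 0.0878 for the double mutants. In that selection the slopes were 0.813 and 0.903. It holds 11 transcripts in *spe-9* and 6 in the double mutants with an FPKM above 0 but under 0.001 in one library, the lowest 6.02e-213 and 1.18e-156, whose log2 values lie far from all others. With 0.5 added to the FPKM of the same transcripts before taking log2, also chosen after the values were seen, the squared correlation was 0.934 and 0.937. Transcripts at exactly 0 in one library stayed out here too, so these values leave out such disagreements.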

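Among all 13068 genes tested, the ratio of double mutants to *spe-9* went the same way in replicate 1 and in replicate 2 for 75.2%, against 50% for 2 unrelated pairs. Among the 1891 genes with a mean change over 1.5-fold it did so for 76.3%, and among the 1027 over 2-fold for 61.2%. A gene listed at 0 in both libraries of a pair has a ratio of 0 there and was counted as not going the same way. Short entries with 1 read in 1 library can fall in this class and still pass 2-fold. How far they lower the 61.2% was not examined, so the shares do not show that larger changes repeat less well. For the genes with a limma adjusted p under 0.05, the direction was the same in all 97 over 1.5-fold and in all 88 over 2-fold. These genes were chosen on the same 4 libraries, so the last shares follow in part from the choice.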

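The 18 genes compared with qRT-PCR in Supplemental Fig 5D were taken from the sequencing results alone here. Of these, 14 were higher and 4 lower in the double mutants, all in both replicate pairs and all over 2-fold, with log2 fold changes from -3.41 for C14C6.5 to 3.92 for C38D9.2. A limma adjusted p under 0.05 over all genes was reached by 7, or by 12 with the replicate number as a block, an unadjusted p under 0.05 by all 18, and adjusted over the list alone all 18 were under 0.05, which is not independent evidence since the study chose the genes on these libraries. C38D9.2, on chromosome V from 17569354 to 17571577, was at 240 and 253 FPKM in the double mutants and 12.7 and 19.7 in *spe-9* (limma adjusted p = 0.0251). C14C6.5, on the same chromosome from 536648 to 537376, was at 13.7 ± 2.29 FPKM against 150 ± 2.46 in *spe-9* (SD, n = 2, limma adjusted p = 0.0122). On the log2 scale the widest spread was that of *gst-22* (standard error 0.51). It was at 42.2 and 17.8 FPKM in the double mutants and 11.8 and 6.86 in *spe-9* (limma adjusted p = 0.302).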

**A**

| RNAi                        | Control (empty vector) |                              | <i>ugt-62</i> |                              | <i>spp-18</i> |                              | <i>ugt-44</i> |                              |
|-----------------------------|------------------------|------------------------------|---------------|------------------------------|---------------|------------------------------|---------------|------------------------------|
| Strain                      | wild-type              | <i>mir-60</i> <sup>-/-</sup> | wild-type     | <i>mir-60</i> <sup>-/-</sup> | wild-type     | <i>mir-60</i> <sup>-/-</sup> | wild-type     | <i>mir-60</i> <sup>-/-</sup> |
| Number of replicate         | 3                      | 3                            | 3             | 3                            | 3             | 3                            | 3             | 3                            |
| Total number of dead worms  | 235                    | 303                          | 214           | 314                          | 258           | 335                          | 265           | 248                          |
| Mean adult lifespan+/-SEM   | 10.9+/-0.2             | 16.7+/-0.4                   | 10.6+/-0.1    | 14.2+/-0.1                   | 10.3+/-0.2    | 14.9+/-1                     | 10.6+/-0.2    | 15+/-0.1                     |
| Rate of reduction+/-SEM (%) | 0+/-1.9                | 0+/-2.5                      | 2.6+/-0.5     | 15+/-0.7                     | 6+/-1.9       | 10.8+/-6.2                   | 3.1+/-2.2     | 10.7+/-0.6                   |

  

| RNAi                        | <i>oac-57</i> |                              | <i>gst-22</i> |                              | <i>pdp-9</i> |                              | <i>amt-4</i> |                              |
|-----------------------------|---------------|------------------------------|---------------|------------------------------|--------------|------------------------------|--------------|------------------------------|
| Strain                      | wild-type     | <i>mir-60</i> <sup>-/-</sup> | wild-type     | <i>mir-60</i> <sup>-/-</sup> | wild-type    | <i>mir-60</i> <sup>-/-</sup> | wild-type    | <i>mir-60</i> <sup>-/-</sup> |
| Number of replicate         | 3             | 3                            | 3             | 3                            | 3            | 3                            | 3            | 3                            |
| Total number of dead worms  | 261           | 306                          | 228           | 348                          | 217          | 326                          | 260          | 289                          |
| Mean adult lifespan+/-SEM   | 10.3+/-0.3    | 15.6+/-0.3                   | 10.7+/-0.3    | 15.1+/-0.2                   | 10.6+/-0.1   | 14.9+/-0.4                   | 10.9+/-0.5   | 17.3+/-0.7                   |
| Rate of reduction+/-SEM (%) | 5.8+/-3.1     | 6.6+/-1.6                    | 2+/-2.8       | 9.8+/-1.2                    | 3.4+/-1      | 11.3+/-2.4                   | -0.1+/-4.4   | -3.6+/-4                     |

  

| RNAi                        | <i>asp-17</i> |                              | <i>zip-10</i> |                              |
|-----------------------------|---------------|------------------------------|---------------|------------------------------|
| Strain                      | wild-type     | <i>mir-60</i> <sup>-/-</sup> | wild-type     | <i>mir-60</i> <sup>-/-</sup> |
| Number of replicate         | 3             | 3                            | 3             | 3                            |
| Total number of dead worms  | 257           | 269                          | 235           | 392                          |
| Mean adult lifespan+/-SEM   | 11.1+/-0.3    | 16.4+/-0.7                   | 9.9+/-0.2     | 13.2+/-0.3                   |
| Rate of reduction+/-SEM (%) | -1.9+/-2.3    | 2.3+/-4                      | 9.6+/-2.3     | 21.2+/-1.8                   |

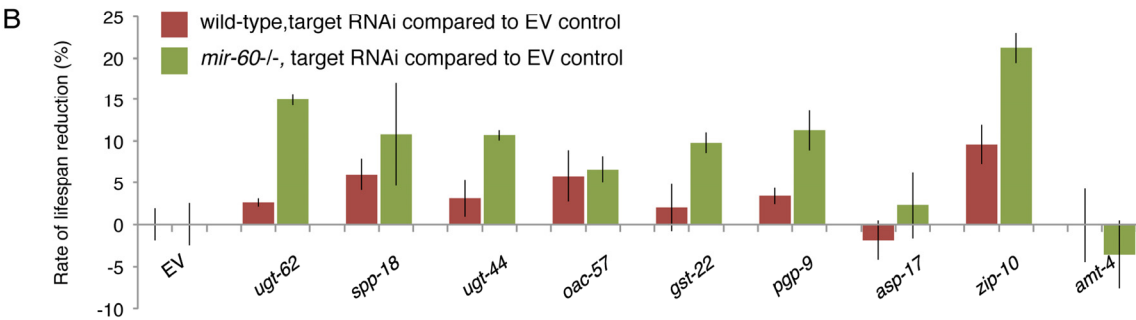

**Supplemental Figure 6. Inhibiting *mir-60* loss-induced genes disrupts the adaptive response against oxidative stress.** (A) A table shows numerical values and statistics for lifespan assays under the PQ 5 mM condition, where the effect of RNAi inactivation against genes up-regulated by the *mir-60* loss was examined. Survival curves for *zip-10* was plotted on a graph and is shown in Fig 7B. (B) In addition to *zip-10* RNAi, we have observed that additional RNAi inactivations, such as those against *ugt-62* and *pdp-9*, also significantly shorten the longer lifespan of *mir-60* mutants. However, unlike *zip-10*, RNAi against these genes was not highly reproducible; in 2 of 4 independent trials, the RNAi inactivations did not significantly abolish the *mir-60* loss-induced lifespan extension and resulted in comparable lifespan reduction compared to wild-type control animals exposed to these RNAi. Since many of the genes induced by the *mir-60* loss are members of families, such as *pdp-1*, *pdp-3* and *pdp-5*, which are all up-regulated by the *mir-60* loss, inactivation of each single gene may be less effective and stochastically generate variability in the lifespan phenotype because of genetic redundancy.

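At Day 0, *pdp-1*, on chromosome I from 4368107 to 4370274, had an FPKM of 98.4 ± 6.75 (SD, n = 2) in the double mutants and 108 ± 0.0587 (SD, n = 2) in *spe-9*. Its log2 fold change was -0.13, with a 95% confidence interval from -0.34 to 0.072 (limma adjusted p = 0.446). Genes with the symbols *pdp-3* and *pdp-5* were not analysed here. Fig 6A names the P-glycoprotein genes *pgp-1*, *pgp-3* and *pgp-9* as up-regulated and *pgp-5* as down-regulated, and the paper does not state whether *pdp* stands for *pgp*. The values of those genes are given with the P-glycoprotein genes.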

A

```

cel-miR-60-3p  -UAUUAUGCA-CAUU-UUC-UA-GUUCA--
cbr-miR-60     -UAUUAUGCA-CAUU-UUC-UA-GUCCA--
cbn-miR-60     -UAUUAUGCA-CAUU-UUC-UA-GUCCA--
bma-miR-60     AUAUUAUGCA-CAUU-UUCAU--G--CAAA
hco-miR-60     -UAUUAUGCA-CAUU-UUC-UG-GUUCAA-
crm-miR-60-3p  -UAUUAUGCA-CAUU-UUC-UA-GACC--
prd-miR-60-3p  -UAUUAUGCU-CAAU-UAC-UA-GCUAUU-
bmo-miR-2763-3p -UAUUAUGCU-CA-U-UUC-UUUGG-AU--
hme-miR-2763   -UAUUAUGCU-CA-U-UAC-UUUGG-AG--
mse-miR-2763   AUAUUAUGCU-CA-U-UAC-UUUGG-AU--
sja-miR-2162-3p -UAUUAUGCAACG-U-UUCACUCU-----
sme-miR-2162-3p GUAUUAUGCAA-A-UAUUCAC-A-AU----
cte-miR-1993    -UAUUAUGCUG-A-UAUUCACGAGA-----
lgi-miR-1993    -UAUUAUGCUG-A-UAUUCACGAGA-----
sme-miR-1993-3p -UAUUAUGCUG-U-UAUUCAUGA-----

```

B

```

cel-miR-60-3p  UAUUAUGCACAUUUUCUAGUUCA
                *****  ** *
hsa-miR-491-3p  CUUAUGCAAGAUUCCCUUCUAC

cel-miR-60-3p  UAUUAUGCACAUUU-UCUAGUUCA
                ***  ****  ***  *  *****
hsa-miR-544a    AUUCUGCAUUUUUAGCAAGUUC

cel-miR-60-3p  UAUUAUGCACAUUUUCUAGUUCA
                ***  ***  *  *  *  *
hsa-miR-2681-3p UAUCAUGGAGUUGGUAAAGCAC

cel-miR-60-3p  UAUUAUGCACAUUUUCUAGUUCA
                *****  *  *****
hsa-miR-4477a   CUAUUAAGGACAUUUGUGAUUC
hsa-miR-4477b   AUUAAGGACAUUUGUGAUUGAU

cel-miR-60-3p  UAUUAUGCACAUUUUCUAGUUCA
                *****  *  ****  *  *
hsa-miR-4795-3p AUAAUUAUAGCCACUUCUGGAU

```

**Supplemental Figure 7. *C. elegans* miR-60 (miR-60-3p) and its variants are conserved across species.** (A) Each sequence shows mature miRNA strands in the 5' to 3' directions from left to right. 6 nucleotides (AUUAUG; position 2-7) highlighted by an underline represent the seed region. *C. elegans* miR-60 (cel-miR-60-3p) is highly conserved in nematode species and some insect species. cel: *Caenorhabditis elegans* (nematode), cbr: *Caenorhabditis briggsae* (nematode), cbn: *Caenorhabditis brenneri* (nematode), bma: *Brugia malayi* (nematode), hco: *Haemonchus contortus* (nematode), crm: *Caenorhabditis remanei* (nematode), prd: *Panagrellus redivivus* (nematode), bmo: *Bombyx mori* (Insect; silk worm), hme: *Heliconius melpomene* (Insect; butterfly), mse: *Manduca sexta* (Insect; hornworm), sja: *Schistosoma japonicum* (Roundworm), sme: *Schmidtea mediterranea* (Planarian), cte: *Capitella teleta* (Polychaete worm), lgi: *Lottia gigantea* (Sea snail). (B) Human mature miRNAs having *C. elegans* miR-60-like seed regions are shown.

## SUPPLEMENTAL TABLES

Please browse the Full Text version to see the Supplemental Tables of this manuscript:

**Supplemental Table 1.** A list of computationally predicted targets of miR-60.

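The table gives, for each predicted gene, which of 6 programs predicted it. Of its genes, 618 were predicted by 2 or more programs and 118 by 4 or more. The names of 1127, or 98.8% of the table, matched a gene symbol of the sequencing results, and 999 of those had a mean FPKM of at least 1 at Day 0. *ced-3* and W09D10.1 are predicted by 5 programs each, *apa-2* and *mct-6* by 4, and *zip-10* by 1.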

**Supplemental Table 2.** Processed RNA sequencing results represented as FPKM.

**Supplemental Table 3.** A list of genes differentially expressed between the control and *mir-60* loss background at Day 0 adulthood examined by the DEseq program.

**Supplemental Table 4.** Detailed results of GSEA analysis for genes affected by the *mir-60* loss.

**Supplemental Table 5.** Summary of RNA sequencing – the number of gene counts in each sample.

**Supplemental Table 6.** *C. elegans* strains used in this study.

SUPPLEMENTAL METHODS

Suppressor screens to identify the targets of miR-60

We sought RNAi inactivations against target candidates that suppressed the *mir-60* loss-induced lifespan extension under the mild and long-term oxidative stress. Multiple algorithms, including TargetScan [S4], miRanda [S5], PicTar [S6], mirWIP [S7], RNA22[S8] and DIANA microT [S9], were combined to generate a list of possible miR-60 targets (Supplemental Table 1). Of those, candidates predicted by multiple programs, which consist of approximately 400 genes, were examined for their effect on lifespan of *mir-60* mutants. Developmentally synchronized *mir-60* mutants were cultured on each RNAi bacteria, including empty vector control, from L1 stage at 20 °C in 24-well plates. PQ (5 mM in the final concentration) and FUDR were supplemented when they reached the young adult stage. Animals were checked for survival at Day 10-12, where most of wild-type animals treated with the control RNAi were essentially dead, while many of the *mir-60* mutants treated with the control RNAi were still survived. We checked survival of *mir-60* mutants, which were exposed to each candidate RNAi, and briefly scored their death rate, 50%, 75% and 100%. The experiments were repeated 3 times independently, including 2 replicates in each trial. RNAi inactivations causing significant death (>50%) in 3 or more in the total 6 replicates were considered for further analyses. These screens generated approximately 50 potentially positive candidates. We then excluded those causing developmental arrest or obvious sickness in early adulthood. For the remaining candidates, we performed conventional lifespan assays under the PQ 5 mM condition multiple times, eventually identifying 9 strong candidates, including the endocytosis-related genes (Fig 5A and Supplemental Fig 3A/B).

Transcriptome analysis of mir-60 mutants

To identify genes that respond to the *mir-60* loss, RNA expression profiles were examined between the *mir-60* mutant and its control animals using high-throughput sequencing. In this study, we used *spe-9(hc88)*, a temperature-sensitive sterile strain, which has been shown in previous studies to have a

lifespan similar to wild-type and used in gene expression studies to reduce the effect of RNA contamination from young progeny (see main text for references). We initially tried to use *glp-4(bn2)* mutants, which are also known to have a temperature-sensitive sterility with a wild-type lifespan [S10]; however, since we found that 20-30% of *glp-4* animals were dead by vulval-bursting around Day 6-7, the mid-age at 23.5 °C, we thought that *glp-4* animals are not suitable for a longitudinal experiments, such as gene expression study during aging, and we have decided to use *spe-9(hc88)* mutant instead. We initially performed lifespan assays of *spe-9* single and *mir-60;spe-9* double mutant animals under the PQ 5 mM condition at 23.5 °C to determine 50% survival time points in each strain; 7.5+/-0.3 for *spe-9* and 10.1+/-0.3 for *mir-60;spe-9*. Total RNA was purified from both *spe-9* and *mir-60;spe-9* strains at the Day 0 young adult stage (just before PQ exposure) twice independently for biological replicates. In addition, total RNA was also purified at 50% survival time points – Day 7 for both strains and Day 10 for only *mir-60;spe-9*. cDNA libraries were made for these 7 samples (see below for a sample list), and each was indexed using the Illumina’s library preparation kit and sequenced on 2 lanes of flow cells on the HiSeq 2000 platform. 

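At Day 7, after 7 days on 5 mM paraquat, a herbicide that generates superoxide inside cells, each strain is represented by 1 library, and at Day 10 the double mutant by 1. Comparisons with these libraries have no replicate check and are given without a test. The paper's reported number of mapped reads is 56262217 for *spe-9* at Day 7, 63368602 for the double mutant at Day 7 and 54795483 for the double mutant at Day 10. In the double mutant library of Day 7, 273 genes were listed at FPKM 0 although their median FPKM over the other libraries was at least 10, against 16 in *spe-9* at Day 7 and 96 in the double mutant at Day 10. Of the 273 genes, 246 have at least 200 bases, and *ama-1* is one of them. A log2 ratio that involves such a 0 reflects the listed value.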

Sequencing reads were processed as described in Experimental Procedures. In this study we essentially focused on those at the Day 0 stage between *spe-9* and *mir-60;spe-9* strains since differences in expression between these strains at later stages were less significant. 

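Between the 2 strains at Day 7, the log2 ratios of 13639 genes had an SD of 1.36, and 1293 genes differed over 2-fold, 538 of them higher and 755 lower in the double mutant. The same numbers for single libraries of Day 0 were an SD of 0.83 and 958 genes for replicate 1 and an SD of 0.81 and 930 genes for replicate 2. Between the 2 replicates of one strain, 526 genes differed over 2-fold in *spe-9* and 680 in the double mutants. The choice of genes moved these numbers. With a mean FPKM of at least 10, 563 genes differed over 2-fold at Day 7, against 285 and 310 between the strains at Day 0 and 156 and 178 between replicates. Among the 12423 genes with no FPKM of exactly 0, a selection chosen after the zeros were seen, 504 genes differed over 2-fold at Day 7, against 580 and 558 between the strains at Day 0 and 206 and 305 between replicates. The SD was then 0.48 at Day 7, against 0.49 and 0.46 between the strains at Day 0. With 1 library per strain at Day 7, whether the Day 7 difference is smaller could not be tested.

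**Figure D2:**
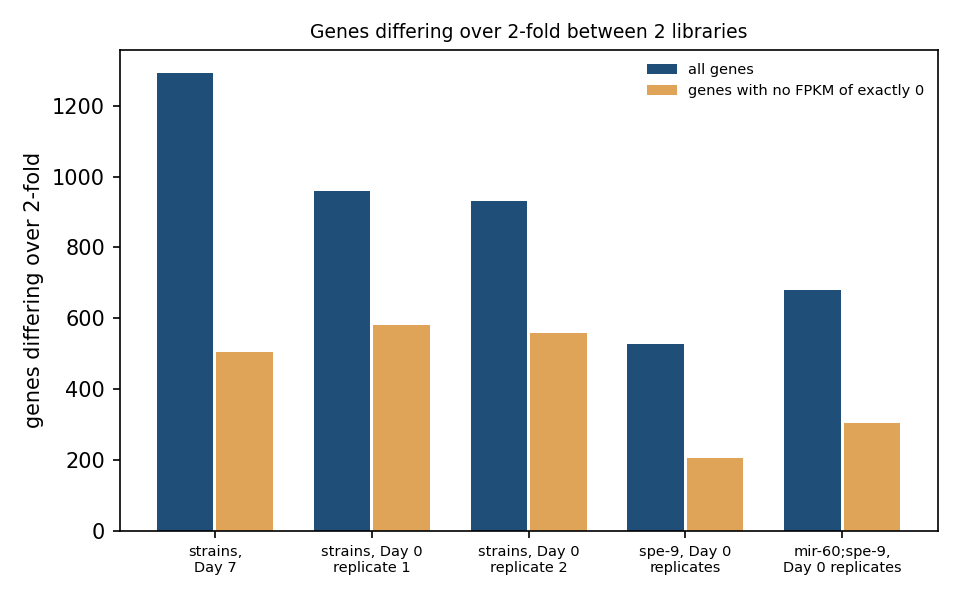
Number of genes differing over 2-fold between 2 libraries, for the 2 strains at Day 7, the 2 strains in each Day 0 replicate pair, and the 2 replicates of each strain at Day 0, over all genes and over genes with no FPKM of exactly 0. Each bar is 1 comparison of 2 libraries without an error, and the Day 7 comparison goes from 1293 to 504 genes when genes with an FPKM of 0 are left out.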

Expression levels of genes in all samples examined are shown in Supplemental Table 5 as a reference. Raw sequence data and processed reads represented as FPKM (Supplemental Table 2) are deposited to a public database GEO with the accession number GSE83239.

| Sample IDs | Description                             |
|------------|-----------------------------------------|
| speA       | <i>spe-9</i> , Day0, Replicate-1        |
| speB       | <i>spe-9</i> , Day0, Replicate-2,       |
| s60A       | <i>mir-60;spe-9</i> , Day0, Replicate-1 |
| s60B       | <i>mir-60;spe-9</i> , Day0, Replicate-2 |
| speD7      | <i>spe-9</i> , Day7                     |
| s60D7      | <i>mir-60;spe-9</i> , Day7              |
| s60D10     | <i>mir-60;spe-9</i> , Day10             |

## SUPPLEMENTAL REFERENCES

- S1. Kahn NW, Rea SL, Moyle S, Kell A, and Johnson TE. Proteasomal dysfunction activates the transcription factor SKN-1 and produces a selective oxidative-stress response in *Caenorhabditis elegans*. *The Biochemical journal* 2008. 409:205-13.
- S2. Tullet JM, Hertweck M, An JH, Baker J, Hwang JY, Liu S, Oliveira RP, Baumeister R and Blackwell TK. Direct inhibition of the longevity-promoting factor SKN-1 by insulin-like signaling in *C. elegans*. *Cell*. 2008; 132:1025-38.
- S3. Kanehisa M, Sato Y, Kawashima M, Furumichi M, and Tanabe M. KEGG as a reference resource for gene and protein annotation. *Nucleic acids research*. 2016. 44:D457-62.
- S4. Lewis BP, Burge CB, and Bartel DP. Conserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microRNA targets. *Cell*. 2005; 120:15-20.
- S5. Betel D, Wilson M, Gabow A, Marks DS, and Sander C. The microRNA.org resource: targets and expression. *Nucleic acids research*. 2008; 36:D149-53.
- S6. Lall S, Grun D, Krek A, Chen K, Wang YL, Dewey CN, Sood P, Colombo T, Bray N, Macmenamin P, et al. (2006). A genome-wide map of conserved microRNA targets in *C. elegans*. *Current biology* . 2006; 16:460-71.
- S7. Hammell M, Long D, Zhang L, Lee A, Carmack CS, Han M, Ding Y, and Ambros V. mirWIP: microRNA target prediction based on microRNA-containing ribonucleoprotein-enriched transcripts. *Nature methods*. 2008; 5:813-19.
- S8. Miranda KC, Huynh T, Tay Y, Ang YS, Tam WL, Thomson AM, Lim B, and Rigoutsos I. A pattern-based method for the identification of MicroRNA binding sites and their corresponding heteroduplexes. *Cell*. 2006; 126:1203-17.
- S9. Paraskevopoulou MD, Georgakilas G, Kostoulas N, Vlachos IS, Vergoulis T, Reczko M, Filippidis C, Dalamagas T, and Hatzigeorgiou AG. DIANA-microT web server v5.0: service integration into miRNA functional analysis workflows. *Nucleic acids research*. 2013; 41:W169-73.
- S10. Curran SP, Wu X, Riedel CG, and Ruvkun G. A soma-to-germline transformation in long-lived *Caenorhabditis elegans* mutants. *Nature*. 2009; 459:1079-84.

How the deposited data were processed for this re-analysis (not part of the article)

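Messenger RNA of whole *C. elegans* was measured by sequencing in 7 libraries: 2 of *spe-9* and 2 of *mir-60;spe-9* at Day 0, 1 of each strain at Day 7 and 1 of *mir-60;spe-9* at Day 10, the later ones on 5 mM paraquat at 23.5 °C. The authors' deposited values are FPKM per RefSeq transcript, 1 value per library, made by aligning single-end reads of 100 bases to WS220 with TopHat 2.1.0 and Bowtie 2.1.0 and running Cufflinks 2.2.1 on the merged reads of the 2 sequencing runs of each library. They are therefore already scaled for transcript length and library size. The read counts that the paper's test used (the program the paper calls DEseq) were not used here for tests, because the copy of Supplemental Table 5 at hand is shortened to 1999 of 46748 genes, and that of Supplemental Table 3 to 1999 of 12338. Depth was taken from the paper's numbers of mapped reads, from 50049257 to 63368602 per library, or 81.8% to 84% of the reads. The length column of the deposited values was used as the transcript length in bases.

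Samples were grouped by strain and day from the sample labels and the paper's sample list, which name the same libraries. From the deposited FPKM, the sum over the transcripts of a gene was taken, and log2 of the sum plus 0.5 was analysed in R 4.3.3 with limma 3.58.1. The 13068 genes with a mean FPKM of at least 1 over the 4 Day 0 libraries entered lmFit and eBayes with a variance trend, 2 libraries against 2, without further scaling. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a fitted change over 2-fold, or over 1.5-fold, were counted in each direction. The prior contributed 2 degrees of freedom beside the 2 residual ones. Gene families were taken by symbol prefix (*asp*, *gst* with *gsto*, *ugt*, *cyp*, *pgp*, *lys*, *clec*, *hsp-16* and *col*) and tested with camera at a preset correlation of 0.01, with fry and camera at an estimated correlation beside it. Apart from *hsp-16*, Fig 6A lists members of each family as changed on these libraries, so those family tests are not independent evidence. The predicted miR-60 targets of Supplemental Table 1 were tested in the same way, as all predicted genes and as those of 2 or more and of 4 or more programs. Lists of the genes in Fig 6A and Supplemental Fig 5D, of stress-responsive genes, target candidates, other endocytosis genes and qRT-PCR reference genes were read from the same fit. The genes named in the text are those the paper names in connection with expression, those lists, and the 10 largest rises and 10 largest falls among the genes past the 2-fold threshold that changed the same way in both replicate pairs. The lists, tests, named-gene rule and most alternatives were fixed before the data were examined. For Day 7, log2 ratios between single libraries were described without a test. Lists of major sperm protein, other sperm and molting-cycle genes were written for the closing tests. The vitellogenin genes, the short entries and the genes within 2 Mb of *mir-60* were also examined there.

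The main steps were tested on simulated data with 200 genes changed by a log2 fold change of 2. On the 13068 genes of the test, 70.5% of the 200 were recovered, none with the wrong direction, and 8 unchanged genes were called. On the 12192 genes of at least 200 bases, 88% were recovered and 10 unchanged genes were called. The simulated errors were independent and normal, with variances drawn from the fit itself, and had no steps of whole reads and no zeros. The simulation therefore checks the steps under the model's own assumptions and gives no rate of false calls for short entries with few reads. Alternatives covered the pseudocount (0.1 and 1), the filter on low FPKM (none and at least 10), median centring and quantile normalization, the transcript with the highest FPKM in place of the sum, no variance trend, the replicate number as a block, other p thresholds, and each library left out in turn. The paper prepared RNA of both strains in 2 independent rounds, calls such rounds trials of sample preparation and compares the ratio between strains within each replicate (Supplemental Fig 5C and D). Libraries with the same replicate number were therefore taken as 1 pair each, although the paper does not say so library by library. The deviations of libraries of the same number from their strain means had a correlation of 0.076 over all tested genes and 0.347 over those of at least 200 bases. The block takes up 1 of the 2 residual degrees of freedom, so the results without it are given first. Selections by transcript length and by exact zeros were added after the values were seen. The FPKM of many short entries fall on steps of whole reads, and the steps gave the reads behind entries under 200 bases. Other values lie between steps, such as those of C39E9.18 at 1.71 and 1.6 reads, so their reads are estimates. Gene names are those of the deposited values, and coordinates are theirs on WS220. Genes with near-identical copies, such as the major sperm protein, vitellogenin and *hsp-16* genes, and overlapping genes have uncertain values, since the estimation can split their reads.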

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

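The summed FPKM of the major sperm protein genes, the comparison with other splits of the libraries and the carry-over to Day 7 were chosen as tests after the results were seen, and the tests of sperm genes and molting genes before them, though a list of called genes without a member of either had been seen.

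The major sperm protein (MSP) genes, which the paper does not discuss, were higher in the double mutants at Day 0. Of 31 listed genes 28 were tested, and all 28 were higher in both replicate pairs, with a median log2 fold change of 1.79 and medians of 2.09 and 1.65 in the 2 pairs. The median FPKM was 1.42 in *spe-9* and 6.48 in *mir-60;spe-9*, and *msp-31*, with the highest mean over the 4 libraries, was at 2.73 and 2.26 in *spe-9* and 12.2 and 6.72 in *mir-60;spe-9*, so the signal is a low one. None of the 28 had a limma adjusted p under 0.05, or 7 with the replicate number as a block, and all 28 had an unadjusted p under 0.05. As a set they had an adjusted p of 1.09e-20 with camera at a preset correlation. The unadjusted p was 0.019 with fry and 0.132 with camera at an estimated correlation, so only the first 2 methods place the set under 0.05. With the block the unadjusted p was 1.21e-14, 0.0508 and 0.306 by the 3 methods, so that fry no longer does. When the 4 libraries were split by strain, the median lay 1.78 above that of all genes, against 0.33 under the crossed split, which also parts both pairs, and -0.25 under the split by replicate number, which parts neither. At Day 7 the median log2 ratio of the single libraries was -0.20.

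Reads that Cufflinks moved from one MSP copy to another cannot account for the rise, since the FPKM summed over all MSP genes rose too, from 43.3 and 41.7 in *spe-9* to 233 and 151 in *mir-60;spe-9*, a log2 ratio of 2.14. Whether the rise extends to sperm genes of unlike sequence stays open. Of 43 listed sperm genes 18 were tested, 10 were higher, the median was 0.48, and an unadjusted p of 0.0234 with camera and 0.0118 with fry stood beside 0.218 at an estimated correlation. With the block these were 0.104, 0.00214 and 0.329. The genes went apart, as seen after their values. Of the 18, 9 had an unadjusted p under 0.05, all of them higher, namely 5 of 6 *ssp* genes, 3 of 3 *ssq* genes and *sss-1*, while the 7 *spe* genes lay between -0.62 and -0.0075, without such a p. A candidate explanation is that the *mir-60;spe-9* animals were collected at a slightly earlier stage, nearer to the time of sperm formation. Molting-cycle genes, used before the adult stage, had a median of 0.39 with 33 of 44 tested genes higher of 99 listed, and an unadjusted p of 0.00149 with camera, 0.0693 with fry and 0.235 at an estimated correlation. Of the 44, 8 had an unadjusted p under 0.05, all of them higher. With the block the 3 values were 0.000276, 0.0106 and 0.144. With quantile normalization the medians of sperm and molting genes fell to 0.25 and 0.16. A rule on all sets was made stricter after these results were seen: camera and fry both under 0.05, at least 2 of 3 members higher, and a strain shift at least 2 times that of the other splits. The sperm and molting genes did not meet it without the block. With the block the molting genes met it and the sperm and MSP genes did not, so neither explanation is decided. No gene of the 3 lists stands in another of them, and none is among the genes the study picked from these libraries. Whole animals were sequenced, so these genes can all come from the studied animals themselves. An effect of *mir-60* loss on the germ line stays open as well and was not tested.

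For 6 of the named genes with a limma adjusted p under 0.05 at Day 0 and a gene FPKM above 0 in the libraries compared, both replicate pairs of Day 0 went one way and the single libraries of Day 7 the other. The difference between the days was not tested, since Day 7 has 1 library per strain. With the replicate number as a block, *asp-10*, *fat-7*, *arf-1.1*, *gsto-1*, *ugt-26* and *bre-1* also had an adjusted p under 0.05 at Day 0. They went the other way at Day 7 too, with log2 ratios of -0.54, -1.54, -0.35, -0.14, 0.14 and 0.023. The Day 7 log2 ratio was -0.0079 for *pgp-9*, in effect no difference, against 2.22 at Day 0. It was -0.46 for *clec-86*, at an FPKM of 1.50 in *spe-9*, and 0.11 for *ckb-2*. W02A2.8, with a ratio of 0.27, and *hrg-6*, with 0.26, had a log2 fold change of -5.42 and -4.97 at Day 0. For F26E4.14 the Day 7 ratio was -7.40, from an FPKM of 167 in *spe-9* and 0.496 in *mir-60;spe-9*. The last 3 genes owe their Day 0 change to a second entry under 200 bases inside the gene. Without that entry, a check chosen after the values were seen, the Day 0 log2 fold change was -0.087 for F26E4.14 in place of 5.49, -0.32 for W02A2.8 and 0.065 for *hrg-6*. For F26E4.14 and *hrg-6* the entry held about 1 read in any Day 0 library (at most 0.92 and 1.35), and for W02A2.8 at most 6.33, so for these 3 genes few reads on a short entry are a candidate explanation of the Day 0 change itself, as for the 26 short entries among the other observations. For *pgp-9*, *clec-86*, *ckb-2* and the genes that passed only with the block, age, paraquat and chance between single libraries stay open. With 1 library per strain these cannot be separated. As a group, the 56 genes called at Day 0 with no 0 and at least 200 bases had a median Day 7 log2 ratio of 0.54 in their Day 0 direction, at percentile 100 of the medians of random lists, and *pgp-9*, *clec-86* and *ckb-2* do not follow it.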

How the results depend on the processing

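The selections of genes of at least 200 bases, of genes with no FPKM of exactly 0, and of transcripts with an FPKM of at least 10 in at least one library and above 0 in both, with and without a pseudocount, and the replicate block with genes of at least 200 bases were chosen after the values were seen. The other alternatives were set before the data were examined. Where no reason is named, the cause of a change was not tested.

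The number of genes changed over 2-fold at Day 0, 65 higher and 23 lower, depended on the threshold and on which genes were tested. At an adjusted p under 0.01 it was 5 and 6 (5 and 6 at 1.5-fold also), and at an unadjusted p under 0.05 it was 359 and 90 (721 and 161 at 1.5-fold). Without a filter on low values it was 22 and 20 at both folds. The 20881 genes tested there bring a larger correction for multiple tests, and 35 of the 88 genes remained. With a mean FPKM of at least 10, 55 were higher and 15 lower, and 48 of the 88 remained. Quantile normalization gave 69 and 45 at 2-fold and 84 and 53 at 1.5-fold, so that 60.5% of the 2-fold changes were higher, against 73.9% with the values as deposited, and the median of all genes went from 0.0063 to -0.061. Centring on the medians gave 78 and 33 at 2-fold and 89 and 37 at 1.5-fold. With genes of at least 200 bases, 124 were higher at 2-fold and 159 at 1.5-fold, and with genes without an exact 0 it was 99 and 123. Of the 88 genes, 59 and 58 remained there. With pseudocounts of 0.1 and 1, the transcript with the highest mean FPKM, and no variance trend, 52 to 72 genes were higher and 22 to 25 lower at 2-fold, and 83, 82, 78 and 53 of the 88 remained. Each alternative kept more genes higher than lower, except the adjusted p under 0.01.

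The replicate numbers were entered as a block beside the strain. This gave 173 genes higher and 46 lower at 2-fold and 261 and 63 at 1.5-fold, with all 88 among them, and the *hsp-16* family, at a median of -0.18, had a camera adjusted p of 0.0317 in place of 0.115. Of the named genes, 23 passed an adjusted p of 0.05 only with the block and none only without it. Apart from these and from the values with fry and of the major sperm protein, sperm and molting genes given with those sets, the block changed no other call of the families, predicted targets, stress-responsive genes, target candidates or reference genes. With the block and genes of at least 200 bases, 369 were higher and 57 lower at 2-fold and 833 and 117 at 1.5-fold, with 59 of the 88 among them. There *hsp-16*, at -0.18, had an adjusted p of 0.0283, all predicted targets (0.044) and those of 2 or more programs (0.043) 0.0503 each, and 2 of the 9 stress-responsive genes, *ctl-3* and *hsp-16.2*, passed.

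Among the gene families, the *asp* median fell to 0.029 (adjusted p 0.176) and the *clec* median to 0.065 (0.132) without a filter. With a mean FPKM of at least 10, the *pgp* median was 1.28 (0.00291) over the 2 genes left of 11, the *lys* median -0.16 (0.151) over 5 of 9 and the *clec* median 0.056 (0.310) over 33 of 67. Quantile normalization turned the medians of *ugt* to -0.15 and *cyp* to -0.081 (0.868 each) and left *clec* at 0.056 (0.0966). It also lowered *gst* from 0.22 to 0.051, *pgp* from 0.35 to 0.088 and *col* from 0.20 to 0.067, with no change of call. With fry, *asp* at 0.49, *gst* at 0.22, *lys* at -0.16, *clec* at 0.23 and *col* at 0.20 had adjusted p-values from 0.253 to 0.460 in place of values under 0.05, and with camera at an estimated correlation 0.698 each. The medians do not change with the test.

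Of the predicted targets, the medians of all predicted genes and of those of 2 or more programs were both 0.055 without a filter (adjusted p 0.207 and 0.155). With the transcript of the highest mean FPKM they were 0.040 and 0.042 (0.0771 each). At an estimated correlation the 3 sets, at 0.044, 0.039 and 0.093, had adjusted p-values of 0.138, 0.0525 and 0.0525. With a mean FPKM of at least 10 the median of all predicted genes was -0.00054, where the median of all genes was -0.046. With quantile normalization it was -0.0084, and -0.0034 for 2 or more programs, where the median of all genes was -0.061. The sets stayed above all genes in both.

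No stress-responsive gene, target candidate or reference gene changed over 2-fold in any fit that left out 1 library. With each of the 4 Day 0 libraries left out in turn, without a test, the number over 2-fold lay between 615 and 959 higher (718 with all) and 226 and 388 lower (309), and over 1.5-fold between 1135 and 1898 higher (1446) and 343 and 579 lower (445). The medians lay between 0.39 and 0.59 for *asp*, 0.16 and 0.27 for *gst*, -0.043 and 0.21 for *ugt*, 0.013 and 0.27 for *cyp*, 0.16 and 0.38 for *pgp*, -0.26 and 0.075 for *lys*, 0.15 and 0.29 for *clec*, -0.57 and 0.21 for *hsp-16*, 0.040 and 0.45 for *col*, 0.043 and 0.058 for all predicted targets, 0.032 and 0.069 for 2 or more programs and 0.070 and 0.12 for 4 or more. The lowest values of *cyp*, *pgp* and *col* and the highest of *hsp-16* came without replicate 1 of *mir-60;spe-9*, the lowest of *ugt* and *lys* and the highest of 2 or more programs without replicate 2 of *spe-9*, the highest of *ugt*, *cyp* and *lys* without replicate 1 of *spe-9*, and the highest of *col* and the lowest of *hsp-16* without replicate 2 of *mir-60;spe-9*, where *lys* was at -0.0025.

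For the replicates, the squared correlation and slope in *spe-9* were 0.974 and 1.01 with an FPKM of at least 1, 0.983 and 0.991 with genes in place of transcripts, and 0.0250 and 0.813 with an FPKM of at least 10 in at least one library and above 0 in both. In *mir-60;spe-9* they were 0.971 and 1.01, 0.979 and 0.994, and 0.0878 and 0.903. With a pseudocount of 0.5 on the same transcripts they were 0.934 and 0.976 in *spe-9* and 0.937 and 0.978 in *mir-60;spe-9*, so the low correlations come from FPKM next to 0 on the log scale.

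For the Day 7 comparison, values follow in the order Day 7, Day 0 replicate 1, Day 0 replicate 2, *spe-9* replicates and *mir-60;spe-9* replicates. The SD was 1.83, 1.14, 1.13, 1.00 and 1.11 with a pseudocount of 0.1 and 1.17, 0.70, 0.68, 0.56 and 0.65 with 1. With a mean FPKM of at least 10 it was 1.43, 0.66, 0.68, 0.55 and 0.60, and 563, 285, 310, 156 and 178 genes differed over 2-fold. Without genes at an exact 0 it was 0.48, 0.49, 0.46, 0.33 and 0.37, with 504, 580, 558, 206 and 305 genes, and with at least 200 bases besides 0.45, 0.47, 0.43, 0.30 and 0.34, with 453, 537, 506, 157 and 252 genes. The order of Day 7 and Day 0 therefore depended on the genes listed at 0. Centring changed no count by over 1.5 times.

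Of the values of the 96 named genes, 8 changed direction under alternatives that kept all 4 Day 0 libraries, all in genes with a log2 fold change within 0.014 of 0. With 1 library left out, 26 values of 14 genes changed direction, in genes with a log2 fold change of up to 0.18 in size (*hsp-16.11*, *hsp-16.48*, *hsp-16.49*, *gst-4*, *gcs-1*, *cap-1*, *pkc-3*, *ced-3*, *mct-6*, *mtm-6*, *mca-3*, *tbc-2*, *ama-1* and *cdc-42*). None of them had an adjusted p under 0.05 with all 4. Of the 8 values, those with centring on the medians were *gst-4* at -0.0018, *gcs-1* at -0.0014, *mtm-6* at -0.0095, *ama-1* at -0.0058 and *cdc-42* at -0.014, and with quantile normalization *gst-4* at -0.066, *cap-1* at 0.0068 and *cdc-42* at -0.0084. Under the alternatives that kept all 4 libraries, the other values came to 923 with the same direction and side of the threshold, 97 that passed it only under the alternative and 42 that no longer passed it. With 1 library left out, 184 values moved by more than the replicate SD and 200 did not. Depth limits the short entries, where 1 read is a large FPKM, and genes near FPKM 1.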

Differences from the paper's values

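The paper reports 120 genes higher over 2-fold at Day 0, against 65 here. Among the alternatives set before the data were examined, the replicate block (173) came within 1.5 times of it and the others did not. Genes of at least 200 bases (124) and genes with no FPKM of exactly 0 (99) also came within it, both chosen after seeing the values. For the lower genes over 2-fold the paper reports 27, against 23 here. The replicate block moved these to 46, which is not within 1.5 times. At the 1.5-fold threshold the paper reports 437 higher and 83 lower genes, 520 in all, against 73, 24 and 97. The replicate block (63) closed the gap of the lower genes and no other alternative set before the data were examined did. With genes of at least 200 bases besides, chosen after seeing the values, it was 117, also within 1.5 times. None set before the data were examined closed that of the higher genes or of the total. The paper's test ran on read counts, and the values here are FPKM.

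Log2 fold changes of Fig 6A were read by eye from its bars. A gap was counted where a value differed by more than the SD of the 2 replicate pair ratios, the replicate SD. With 2 pairs this SD can be small by chance. For *ckb-2* the ratios were -1.99 and -2.01, closer together than bars can be read by eye, so such a gap can be reading error. The paper's value of *gst-38* is about 2.5 in Fig 6A, read by eye, against 1.91 here. Those of the down-regulated genes, read by eye in Fig 6A, are about -4.0 for *lys-10* (-3.45 here), about -2.8 for *lys-7* (-2.51 here), about -2.6 for *cpt-3* (-2.15 here), about -2.2 for *ckb-2* (-1.996 here), about -2.0 for *pgp-5* (-1.48 here), about -2.0 for *ugt-26* (-1.603 here), about -1.8 for *dod-3* (-1.46 here), about -1.7 for *gba-3* (-1.38 here), about -1.6 for *clec-7* (-1.25 here), about -1.6 for *dod-24* (-1.23 here). A pseudocount of 0.1 closed the gap of *gst-38* and *lys-10*. Quantile normalization closed the gap of *lys-10* and *pgp-5*. Leaving out mir-60;spe-9 replicate 1 closed the gap of *lys-10*. Leaving out spe-9 replicate 2 closed the gap of *pgp-5* and *ugt-26*. Other settings came within 0.1 of the paper's value, though not within the replicate SD, namely *gba-3* at -1.75 with the transcript with the highest mean FPKM. None of the alternatives set before the data were examined closed that of *lys-7*, *cpt-3*, *ckb-2*, *dod-3*, *clec-7* and *dod-24*.

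The paper's Supplemental Table 3 gives log2 fold changes from read counts. The same SD of 2 pair ratios was used for them, and for *zip-10*, with ratios of 1.809 and 1.812, it was very small. For the following genes they differ from the values here by more than the replicate SD: *asp-17* 2.7256 (3.29 here), *asp-8* 2.24296 (2.63 here), *pgp-1* 2.30768 (2.10 here), *gst-38* 1.0525 (1.91 here), *fbxa-30* 1.24873 (2.05 here), *tsp-1* 1.32626 (1.99 here), *arf-1.1* 1.18483 (2.14 here), *cyp-37B1* 1.21758 (1.57 here), *asp-10* 1.87035 (2.13 here), *zip-10* 1.51996 (1.81 here), *cpr-3* 1.49892 (1.82 here), *ugt-21* 1.0638 (1.30 here), *clec-86* 1.12246 (1.54 here), *ugt-2* 1.43713 (1.57 here), *gst-6* 1.18817 (1.61 here), *gsto-1* 1.09135 (1.51 here), *ugt-62* 1.41696 (1.60 here), *ugt-1* 1.12325 (1.36 here), *skr-4* 1.00458 (1.25 here), *asah-1* 1.13403 (1.37 here), *cyp-13A5* 1.03499 (1.22 here), *cyp-33C7* 1.04426 (1.25 here), *fat-7* 1.07308 (1.30 here), *tre-5* 1.00804 (1.31 here), *col-92* 1.00313 (0.62 here), *ugt-19* 1.07265 (1.29 here), C38D9.2 2.07345 (3.92 here), C40H1.7 1.97376 (2.68 here), *amt-4* 3.01879 (3.19 here), *clec-70* 1.30914 (1.88 here), *gst-22* 0.433284 (1.56 here), *tba-7* 1.29679 (1.47 here), *ugt-44* 0.63782 (2.57 here), *oac-57* 0.882383 (1.66 here). No change of log base brings the series together. Leaving out spe-9 replicate 2 closed the gap of *asp-17*, *ugt-62*, *skr-4* and *ugt-19*. A pseudocount of 1 closed the gap of *asp-8*, *cyp-37B1*, *ugt-21*, *ugt-2*, *ugt-19*, *amt-4* and *clec-70*. Quantile normalization closed the gap of *asp-8*, *ugt-21*, *ugt-2*, *ugt-1*, *cyp-13A5*, *tre-5*, *ugt-19*, *amt-4* and *tba-7*. Leaving out mir-60;spe-9 replicate 1 closed the gap of *asp-8*, *tsp-1*, *ugt-62*, *skr-4*, *fat-7*, *ugt-19* and *tba-7*. The transcript with the highest mean FPKM closed the gap of *ugt-21*. Leaving out mir-60;spe-9 replicate 2 closed the gap of *asah-1*, *tre-5* and *col-92*. Leaving out spe-9 replicate 1 closed the gap of *tre-5*. Median centring closed the gap of *ugt-19*. Other settings came within 0.1 of the paper's value, though not within the replicate SD, namely *asp-10* at 1.90 without mir-60;spe-9 replicate 1 and 1.93 without spe-9 replicate 2, *ugt-2* at 1.53 without mir-60;spe-9 replicate 1, *asah-1* at 1.22 without spe-9 replicate 1, *cyp-13A5* at 1.13 without spe-9 replicate 1, *cyp-33C7* at 1.03 with quantile normalization, 1.08 without mir-60;spe-9 replicate 1, 1.09 without spe-9 replicate 2, *fat-7* at 1.05 without spe-9 replicate 2 and *tba-7* at 1.39 without spe-9 replicate 2. None of the alternatives set before the data were examined closed that of *pgp-1*, *gst-38*, *fbxa-30*, *arf-1.1*, *zip-10*, *cpr-3*, *clec-86*, *gst-6*, *gsto-1*, C38D9.2, C40H1.7, *gst-22*, *ugt-44* and *oac-57*.

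Of the 47 genes that Fig 6A lists as significantly changed or Supplemental Fig 5D compares with qRT-PCR, 32 did not reach an adjusted p under 0.05 over all genes here, while all 47 had an unadjusted p under 0.05. Single alternatives set before the data were examined did call some of the 32: a pseudocount of 0.1 for *tba-7*, a mean FPKM of at least 10 for *asp-10*, *tba-7* and *ugt-62*, median centring for *asp-10* and *tba-7*, quantile normalization for *clec-7*, *dod-24*, *gba-3*, *gsto-1* and *tba-7*, the transcript with the highest mean FPKM for *asp-10*, no variance trend for *pgp-1* and *pgp-3*, and the replicate block for C40H1.7, *arf-1.1*, *asah-1*, *asp-10*, *bre-1*, *clec-7*, *cpr-3*, *cpt-3*, *cyp-33C7*, *dod-24*, *fat-7*, *fbxa-30*, *gba-3*, *gsto-1*, *pgp-3*, *skr-4*, *tba-7*, *tre-5*, *ugt-1*, *ugt-26* and *ugt-62*. Selections chosen after seeing the values did so as well, genes of at least 200 bases for C40H1.7, *asah-1*, *asp-10*, *cpr-3*, *cyp-37B1*, *dod-24*, *fbxa-30*, *gba-3*, *gst-38*, *gsto-1*, *pgp-1*, *pgp-3*, *spp-18*, *tba-7*, *ugt-1* and *ugt-62*, and genes with no FPKM of exactly 0 for C40H1.7, *asp-10*, *cpr-3*, *gst-38*, *pgp-1*, *pgp-3*, *tba-7* and *ugt-62*. The replicate block with genes of at least 200 bases, also chosen after seeing the values, called all 32.

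The paper names *pdp-1*, *pdp-3* and *pdp-5* among the genes with raised expression in the mutants. Here *pdp-1* had a log2 fold change of -0.13, *pdp-3* and *pdp-5* were not analysed, and *pgp-1* and *pgp-3* were higher and *pgp-5* was lower (-1.48). Fig 6A names the genes *pgp*, with *pgp-5* among those lowered, and the paper does not state whether *pdp* stands for *pgp*. The paper describes *ctl-3* as not affected. Here its log2 fold change was 0.52, with an unadjusted p of 0.00289 and an adjusted p over all genes of 0.11, or 0.0524 with the replicate block. With genes of at least 200 bases besides, chosen after seeing the values, it was 0.012. The paper describes differences at later stages as less significant. Here 1293 genes differed over 2-fold between the single libraries of Day 7, against 958 and 930 in the Day 0 pairs, 563 against 285 and 310 with a mean FPKM of at least 10, and 504 against 580 and 558 without genes at an exact 0, a selection chosen after seeing the values.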

Other observations

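The tests of the genes at 0 at Day 7, of the short entries, of other splits of the libraries and of the carry-over to Day 7 were chosen after the results were seen. Those of linkage, *vit-4*, predicted targets and transcript length were chosen before, although values of single target candidates had been seen.

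Short entries. Among the 88 genes changed over 2-fold at Day 0, 29 have under 200 bases, and all 29 have a 0 in at least 1 Day 0 library. The steps of FPKM at each length give the reads behind them, approximately so where a value was not a whole number of steps. Of the 29, 26 (89.7%) held at most 3 reads in each library, 14 of them higher and 12 lower in *mir-60;spe-9*. These values fit an explanation by few reads on a short entry, where 1 read and 0 reads in 2 libraries each look like a large and even change on the FPKM scale. The exceptions are F59D8.3, with about 707 and 893 reads in *mir-60;spe-9*, F34D10.8 with 6 and 4, and Y95B8A.16 with about 5.87 and 3.46. Of the 59 called genes of at least 200 bases, 5 have an additional entry under 200 bases, and 3 of these (F26E4.14, W02A2.8 and *hrg-6*) changed by less than 2-fold without it. With only genes of at least 200 bases tested, 150 genes passed, 59 of them the same as among the 88, and with the replicate number as a block 426 passed, with the same 59 among them. With the block and all lengths, 40 of 219 called genes (18.3%) have under 200 bases.

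Vitellogenin genes. *vit-4* was listed at 0 in both *spe-9* libraries of Day 0, and at 330.793 in *spe-9* at Day 7. Reads moved to the near-identical *vit-3* do not account for it, since *vit-3* was at 1872.32 and 2095.93 in *spe-9* and 1621.39 and 1826.88 in *mir-60;spe-9*, and the sum of both genes was 1.81 times as high in *mir-60;spe-9*. A failed estimate stays open: *vit-2* was listed at 0 in all 7 libraries, *vit-5* at 0 in 3 of the 4 Day 0 libraries and at 3071.98 in the other, and *vit-6* at 0 in all 4 of Day 0 and at 1675.33 in *mir-60;spe-9* at Day 7. A change of *vit-4* itself was not tested further.

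Linkage. A strain made by crossing in a deletion can carry variants near it. Within 2 Mb of *mir-60* lay 2 of the 88 called genes (2.27%) and 688 of the 13068 tested (5.26%), with a p of 0.332 by Fisher's exact test, two-sided. Among genes of at least 200 bases it was 4 of 150 (2.67%), with a p of 0.197. In the fit with the replicate block it was 8 of 219 (3.65%) with a p of 0.359 by the same exact test, and 21 of 426 (4.93%) with a p of 0.826 by that exact test among genes of at least 200 bases. The called genes were not enriched near the locus, which argues against linked variants that act on nearby genes as the source of most of them. The test counts only genes near the locus, so it cannot decide whether a linked variant changed genes elsewhere.

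Predicted targets. The 999 predicted miR-60 targets tested had a median log2 fold change of 0.044, the 565 of 2 or more programs 0.039 and the 115 of 4 or more programs 0.093. The limma camera adjusted p was 0.0368, 0.0368 and 0.0011, with an unadjusted p of 0.000366 for 4 or more programs, and fry gave 0.0127, 0.00161 and 0.00731. At an estimated correlation the adjusted p was 0.138, 0.0525 and 0.0525, so the 3 calls hold under fry and not there. Against 10000 random lists of like expression and transcript length, the medians were at percentile 100, and the highest random median for 4 or more programs was 0.0334. Length therefore does not account for the shift, although the median target of 4 or more programs has 1728 bases and the median tested gene 993. A loss of repression at the mRNA level may raise such a set by a small amount, but the shift over all genes by strain was 0.038, 0.033 and 0.087, against 0.014, 0.017 and 0.021 under the crossed split, which also parts both replicate pairs. Splitting the libraries by replicate number, which parts neither pair, gave 0.041, 0.066 and 0.069. If libraries of the same number form pairs, as taken here, a difference shared by a pair cancels in the strain comparison. For 4 or more programs the median was 0.078 and 0.079 in the replicate pairs. With the replicate block the adjusted p of that set was 0.00337 with camera, 0.0145 with fry and 0.132 at an estimated correlation. With 2 libraries per strain, loss of repression and a difference between single libraries still cannot be told apart here. The tightened rule on sets described for the sperm genes left this undecided, and against the crossed split alone the genes of 4 or more programs would meet it.

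Genes at 0 at Day 7. In *mir-60;spe-9* at Day 7, 246 genes of at least 200 bases were listed at 0 with a median FPKM of at least 10 over the other libraries, out of 7911 genes with such a median. Next to another such gene lay 99.2% of them, against a median of 5.69% and a maximum of 15.4% over 10000 random draws (permutation p = 1e-04, the smallest the draws can give). Read counts in the paper's Supplemental Table 5 could be looked up for 18 of them in the shortened copy. Their median ratio to the other libraries was 1.16, from 0.00199 for *grd-3* to 9.27 for *asp-6*, and *ama-1* had 30821 reads against a median of 22349. In 16 of the 18 the count was over 0.5 times that of the other libraries, which argues against absent transcripts for those 16, while *grd-3* and *grd-10* were below it. For the other 228 genes no count was used here, and an absent transcript and a failed estimate cannot be told apart by counts. Estimates that failed over stretches of neighbouring genes are a candidate explanation that the 99.2% fits.

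Other splits and later days. The 4 Day 0 libraries can be split in 3 ways into 2 and 2. The split by strain gave 97 genes with an adjusted p under 0.05 and the crossed split, which also parts both replicate pairs, 7. The split by replicate number, which parts neither pair, gave 1, so 1 of the 3 splits gave as many. With the replicate number as a block, the split by strain gave 354 and the crossed split 0, and among genes of at least 200 bases 1715 and 0. With 3 splits, that share cannot go below 0.333. Of 56 called genes with no 0 and at least 200 bases, 39 (69.6%) had the same direction at Day 7, with a median log2 ratio in the Day 0 direction of 0.54 against 1.98 at Day 0. Random lists of like expression had a median of 0.016, which places the called genes at percentile 100, a description of these single libraries. It is consistent with a Day 0 difference that carries over in part.

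Families outside the paper's text. Of 67 C-type lectin (*clec*) genes, 46 were higher and the median was 0.23 (limma camera adjusted p = 0.0407), and of 72 collagen (*col*) genes 61 were higher with a median of 0.20 (limma camera adjusted p = 0.00397). Neither stayed under 0.05 with fry, at adjusted p-values of 0.253 and 0.46. For the collagen genes the split by replicate number gave a median shift of -0.24, larger in size than the 0.19 by strain, and the median was 0.040 without replicate 1 of *mir-60;spe-9*. Quantile normalization lowered the medians to 0.056 for the lectin genes and 0.067 for the collagen genes.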
